# Enhanced efficacy of sitravatinib in metastatic models of antiangiogenic therapy resistance

**DOI:** 10.1371/journal.pone.0220101

**Published:** 2019-08-01

**Authors:** Melissa Dolan, Michalis Mastri, Amanda Tracz, James G. Christensen, Gurkamal Chatta, John M. L. Ebos

## Abstract

Tyrosine kinase inhibitors (TKIs) that primarily target angiogenesis are approved to treat several cancers in the metastatic setting; however, resistance is common. Sequential treatment or ‘switching’ from one TKI to another following failure can be effective, but predicting which drugs will have cross-over sensitivity remains a challenge. Here we examined sitravatinib (MGCD516), a spectrum-selective TKI able to block MET, TAM (TYRO3, AXL, MerTK) and multiple receptor families (including PDGFRs, VEGFRs, and Ephs). Transcriptomic analysis of several mouse and human cell lines revealed diverse molecular changes after resistance to two TKIs (sunitinib and axitinib) with multiple sitravatinib targets found to be upregulated. Sitravatinib treatment *in vitro* resulted in enhanced anti-proliferative effects in resistant cells and was improved compared to TKIs with similar target profiles. *In vivo*, primary tumor growth inhibition after sitravatinib treatment in mice was enhanced in resistant tumors and metastasis suppression improved when tumors were surgically removed. Together, these results suggest that the diverse and often inconsistent compensatory signaling mechanisms found to contribute to TKI resistance may paradoxically improve the tumor-inhibiting effects of broad-spectrum TKIs such as sitravatinib that are able to block multiple signaling pathways. Sitravatinib in the second-line setting following antiangiogenic TKI treatment may have enhanced inhibitory effects in local and disseminated disease, and improve outcomes in patients with refractory disease.

## Introduction

Multiple small molecule receptor tyrosine kinase inhibitors (TKIs) targeting tumor angiogenesis are approved for first- or second-line treatment in several metastatic cancers [1]. But such TKIs are rarely specific and broad ‘off-target’ treatment effects are common [2]. This may explain the diverse patient toxicities observed for TKIs in similar drug classes [3–5] and why resistance to one TKI does not necessarily diminish the efficacy of another [6]. Indeed, alternating or ‘switching’ TKI treatments occurs in several clinical settings [6]. For example, TKIs primarily targeting vascular endothelial growth factor receptors (VEGFRs) such as pazopanib, sorafenib, axitinib, and lenvatinib (with an mTOR inhibitor), are approved as second-line treatments following failure to sunitinib or sorafenib [7]. Such instances of cross-over sensitivity may be due to variations in drug-specific target profiles [6]. For example, most VEGFR TKIs also target PDGFRs, and others have sensitivities to FGFRs (nintedanib, regorafenib), TIE receptors (regorafenib), c-KIT (dovitinib, pazopanib), RET (sorafenib), CSF-1R (linifanib), among others [8]. In this regard, TKIs targeting MET and AXL (i.e., cabozantinib) have been particularly effective in preclinical resistant settings [9–13] and found to improve progression-free and overall survival in patients after sunitinib and sorafenib treatment failure. However, predicting which TKI may have benefits after resistance remains a challenge. TKI-resistance can include compensatory signaling involving MET, AXL, FGF, (amongst others) [14, 15]; but preclinical testing rarely considers secondary TKI treatments in models with broad (often inconsistent) resistance-cell profiles that more accurately resemble the diversity observed in the clinical setting [1, 6, 16].

In this study, we examined the activity of sitravatinib (MGCD516), a multi-spectrum TKI in preclinical resistance models derived from complex tumor stages (i.e., primary tumors and metastasis after surgery), multiple cell-origin types (i.e., breast and kidney carcinomas), different species (human and mouse), and varied inhibitors (sunitinib and axitinib). Sitravatinib has recently been shown to inhibit MET in mesothelioma and lung cancers, PDGFRs in sarcomas [17, 18], and select TAM (**T**YRO3, **A**XL, **M**erTK) receptors in tumor associated macrophages, amongst several other receptor families [19, 20]. Currently, sitravatinib is being evaluated in Phase 1/2 clinical trials involving multiple cancers after prior treatments, including VEGFR TKIs (NCT03015740). Uniquely, sitravatinib also has inhibitory activity against erythropoietin-producing hepatocellular carcinoma (Eph) family members. This includes receptors (EphA and EphB) and ligands [17] that are expressed on tumor and stromal cells [21] and are capable of mediating VEGF signaling and metastasis [22–26].

Due to this broad activity, we examined sitravatinib treatment effects in several highly variable models of TKI resistance that include clinically-relevant metastasis, something rarely performed in mice (see [27] for review). This included resistant cell lines derived from spontaneous metastasis occurring after the surgical resection of orthotopically implanted tumors [28]. Using transcriptomic and proteomic analysis, TKI resistant cells were found to have multiple sitravatinib targets upregulated, including MET, AXL, and Eph family members, but these were highly diverse amongst cell lines tested. These complex resistance phenotypes may explain the enhanced anti-proliferative effects of sitravatinib observed *in vitro* when compared to non-resistant control cells and to cabozantinib, which has a similar target profile. Critically, sitravatinib treatment showed enhanced inhibitory effects of primary tumor growth and metastasis (after primary tumor removal) in resistance models *in vivo*, suggesting prior TKI treatment may boost drug potency. Together, these studies provide a rationale for sitravatinib as a second-line treatment after antiangiogenic TKI therapy failure.

## Materials and methods

### Cell lines

Human breast carcinoma LM2-4 cells (a metastatic derivative of MDA-MB-231) and mouse kidney carcinoma RENCA cells express luciferase (alternatively termed LM2-4^LUC+^ and RENCA^LUC+^), and have been described previously [29–31]. Mouse mammary carcinoma 4T1 cells and mouse fibroblast 3T3 cells were gifts from A. Gudkov and I. Gelman, respectively. Cells were maintained in DMEM (Corning cellgro #10-013-CV for LM2-4 and 3T3) or RPMI (Corning cellgro #10-040-CV for 4T1 and RENCA). Growth media were supplemented with 5% v/v FBS (Corning cellgro; 35-010-CV). Cells were maintained at 37°C with 5% CO_2_ in a humidified incubator. Human cells were authenticated by STR profile comparison to ATCC cell database and mouse cells were confirmed of species origin (DDC Medical, USA).

### Drugs and concentrations used

SU11248/Sunitinib malate (Sutent, Pfizer), AG013736/Axitinib (Inlyta, Pfizer), Sitravatinib (Sitravatinib, Mirati Therapeutics), and Cabozantinib (LC Labs; C-8901) were used as described previously by us [2, 30] and others [10, 17]. For *in vivo* treatments, sitravatinib was suspended in vehicle formulation containing PEG300 (40% v/v) and 0.1N HCl in normal saline (60% v/v). In some experiments, vehicle groups included mice treated with sitravatinib-vehicle or sunitinib-vehicle as controls (sunitinib-vehicle formulations were described previously [2]). No tumor-related differences between any vehicles were observed. Mice received 20 mg/kg/day sitravatinib by oral gavage as recommended by the manufacturer [2]. For *in vitro* maintenance of resistant cell lines, sunitinib was dissolved in water (1mM stock solutions) and axitinib was dissolved in DMSO (10mM stock solutions). For experiments, sitravatinib and cabozantinib were dissolved in DMSO (10mM stock solutions) as recommended by the manufacturers. All *in vitro* experiments using sitravatinib and cabozantinib included DMSO and are referred to as ‘control’ or ‘vehicle-treated’ in this study.

### Ortho-surgical mouse models of metastasis

Animal studies were performed in strict accordance with the recommendations in the Guide for Care and Use of Laboratory Animals of the National Institutes of Health and according to guidelines of the Institutional Animal Care and Use Committee (IACUC) at Roswell Park Comprehensive Cancer Center (RPCCC). All studies were approved by the IACUC at RPCCC according to Protocol 1227M. All personnel involved in this study were included in the IACUC protocol and approved/trained by veterinary staff to conduct all experimental procedures described.

#### Ortho-surgical models of metastasis

LM2-4 (1x10^6^ cells in 100μl DMEM), 4T1 (4x10^4^ cells in 100μl RPMI), or RENCA (5x10^4^ cells in 2.5μl RPMI and 2.5μl matrigel) were implanted orthotopically into the right inguinal mammary fat pad (right flank) or left kidney (subcapsular space) of 6–8 week old female SCID or Balb/c mice depending on the model [30]. Primary breast tumor volume was assessed with Vernier calipers using the formula (width^2^×length)×0.5 and, for tumor cells expressing luciferase, animals were monitored bi-weekly for bioluminescence (BL) [32]. Surgical removal of breast tumors, as well as nephrectomy of tumor-bearing kidneys, was performed using procedures optimized by us previously [30, 31, 33]. This included the selection of surgical time points aimed to minimize primary tumor invasion to adjacent organs while maximizing metastatic disease distribution [30]. All surgeries were performed under anesthesia (isoflurane), and analgesic (buprenorphine) was administered during recovery as per approved IACUC protocol guidelines. Animals were monitored 2–3 times daily by veterinary staff and IACUC-approved personnel, with increased daily monitoring (4 times) if animals presented with ruffled fur, weight loss, ocular discharge, lethargy, hunched back, inappetence, ataxia, tremors, ulcerated or infected tumors, diarrhea, huddled appearance, respiratory rate change, jaundice, and/or limb use impairment. Animals were sacrificed by cervical dislocation followed by necropsy within 24 hours when end-stage metastatic disease was reached. End-stage metastatic disease was defined in approved RPCCC IACUC protocols and in prior published protocols by us (see [31]). Endpoints included signs of distress, labored breathing, 20% weight loss, cachexia, lack of response to noxious stimuli, limb paralysis, or if present, measurable metastatic tumor growth at or near institutional size limits [30, 31, 33]. Animals with no signs of end-stage metastatic disease were euthanized at the end of the experiment and necropsy conducted.

#### Inclusion/Exclusion criteria

During surgery, if primary tumor invaded the adjacent tissues—i.e., growth into peritoneal space (breast) or a non-encapsulated tumor was found (kidney)–the mouse was excluded from study if complete removal of all visible tumor was not possible [33]. Additionally, if a vehicle-treated tumor was not present at any time before and after surgery (determined by BLI or visible macroscopically), mice were excluded from study to eliminate the potential of false-positive or false-negative results [30].

#### Randomization

Mice were randomized either i) before implantation (in studies where treatment started immediately after implantation) or ii) after tumor growth was measurable by primary tumor size to ensure equal tumor burden and prior to treatment (described in [30]).

### Derivation and maintenance of TKI-resistant cells

The generation of sunitinib and axitinib-resistant (SuR/AxR) cells have been described previously [28]. Briefly, human LM2-4 and mouse RENCA or 4T1 cells were implanted orthotopically into SCID or Balb/c mice. Mice were treated with sunitinib (60 mg/kg/day) or axitinib (100 mg/kg/day) during primary tumor growth and, following surgical removal of primary tumor or tumor-bearing kidney, treatment was continued until endpoint. At endpoint, spontaneous metastatic lesions were excised (from lung or lymph node), were disassociated, and then adapted to cell culture with continued 5μM sunitinib or 0.5μM axitinib treatment until experimental use. The inclusion of resistant tumor cell variants derived from lung metastasis is important because of recent studies showing that one mechanism of resistance to antiangiogenic therapies include vessel co-option by tumor cells in the lungs whereby the lack of nascent angiogenesis renders treatment to be less effective [34]. For *in vivo* studies, resistant cells were washed with PBS and then implanted. For *in vitro* studies, resistant cells were serum starved for 3 hours prior to sitravatinib treatment. 3T3^SuR^ variants were selected *in vitro* through incremental weekly increases of sunitinib up to 5μM, as previously described [28]. Sitravatinib, cabozantinib, sunitinib, or axitinib were not combined in any studies.

### Cell proliferation assay

Cell proliferation was measured using the CellTiter 96 Aqueous Non-Radioactive cell proliferation (MTS) assay (Promega; G1112) as described previously [28]. Briefly, 5x10^3^ and 1x10^3^ cells/well (for human and mouse SuR/AxR cell lines, respectively) were plated in 96-well plates in growth media. The next day, growth media was removed and replaced with media containing various concentrations of sitravatinib or cabozantinib. Sitravatinib concentrations ranged between 1 and 10μM for human and 0.02 and 10μM for mouse cell lines, and cabozantinib concentrations ranged between 0.01 and 10μM for mouse cell lines. Preliminary studies were conducted using multiple concentration ranges to arrive at optimal concentrations for IC50 determination. After 72 hours, MTS was added to the cells and, after 2 hours, measured at a wavelength of 490nm using a spectrophotometer (Bio-Rad xMark). Data were normalized to vehicle-treated controls and proliferation curves created to calculate the IC50 for each cell line.

### Annexin V staining

Cell apoptosis was quantified by Annexin V staining according to manufacturer’s protocol (Biolegend, 640930) [35]. Cells were plated in 6-well plates in their corresponding growth media (3 x 10^5^ cells/well). The next day, growth media was removed and replaced with 2μM sitravatinib or DMSO (for vehicle-treated controls). The choice of 2μM sitravatinib was based on IC50 data and used to maximize the observation of potential differences between P and SuR/AxR cell variants. After 48 hours, cells were washed, trypsinized, and stained with Annexin V. 7AAD cell viability stain (Biolegend, 420403) was used eliminate necrotic cells from the analysis. Positive controls for Annexin V included 1μM staurosporin (18 hour treatment) and 7AAD included incubation in a hot water bath (45 min; 55°C). Cells were analyzed using a LSRII flow cytometer (Becton Dickinson) and data acquired with FACSDiva software (Becton Dickinson). Data were analyzed with FCS Express 6 (De Novo Software).

### Western blot analysis

Samples were harvested with lysis buffer (50mM Tris (pH8), 2% w/v SDS, 5mM EDTA, 3mM EGTA, 25mM NaF, 1mM Na_3_VO_4_) supplemented with 1mM PMSF, 10μg/ml aprotinin, and 10μg/ml leupeptin or Halt^™^ Protease Inhibitor Single-Use Cocktail (Thermo Scientific; 78430). Following sonication (2 seconds) and centrifugation, cell supernatants were collected and total protein concentration was measured with DC protein assay (Bio-Rad, 5000112). Protein samples were diluted to equal concentrations and mixed with SDS-PAGE sample buffer (50mM Tris pH6.8, 2% w/v SDS, 5% v/v glycerol, 100mM DTT, and bromophenol blue). Proteins (30–45 μg/lane) were resolved by SDS-PAGE, electrotransferred to Immobilon-P membrane, and incubated with a primary antibody diluted as recommended by the manufacturer. Membranes were then probed with a horseradish peroxidase-conjugated secondary antibody (Promega, W4011, W4021, and V8051) and protein signals were developed using the Pierce ECL Western blotting substrate (Thermo Scientific; 32106) or the SuperSignal West Femto Maximum Sensitive Substrate (Thermo Scientific; 34095). X-ray films were imaged (digitized) with ChemiDoc System and analyzed with Image Lab Software (Bio-Rad). Primary antibodies were purchased from Cell Signaling (phospho-MET, 3126; phospho-EphA2, 12677; phospho-EphA3, 8862; MET, 3127; EphA2, 6997; EphA3, 8793), R&D systems (phospho-AXL, AF2228-SP; AXL, AF854-SP), and Sigma-Aldrich (α-tubulin, T6074). Uncropped original western blots are shown in S1 Appendix.

### RNA isolation

Cells were placed in media (1 x 10^6^ cells per 100mm plate) and RNA isolated after 48 hours using a QIAshredder (QIAGEN; 79654) and RNase mini kit (QIAGEN; 74104). Genomic DNA was eliminated by DNase I (QIAGEN, 79254) treatment as described in the on-column DNase digestion protocol from QIAGEN. RNA concentration was determined using nanodrop 2000c (Thermo Scientific).

### Whole genome expression analysis

Whole transcriptome profiling for RENCA, 3T3, and LM2-4 cell variants used Illumina mouse and human expression BeadChips to analyze P and SuR cell variants as has been described by us previously and deposited to the Gene Expression Omnibus (GEO) with accession numbers GSE122821, GSE122820, and GSE122819, respectively [28]. For 4T1 P/AxR cell variants used in this study, RNA sequencing analysis was performed using the Genomics shared resource at Roswell Park Comprehensive Cancer Center. Initially, the sequencing libraries were prepared with the TruSeq Stranded mRNA kit (Illumina Inc), from 1μg total RNA, following manufacturer’s instructions to select for PolyA RNA. After PolyA selection, the remaining RNA was purified, fragmented and primed for cDNA synthesis. Fragmented RNA was then reverse transcribed into first-strand cDNA using random primers. The RNA template was removed and a replacement strand was synthesized, incorporating dUTP in place of dTTP to generate ds cDNA. AMPure XP beads (Beckman Coulter) were used to separate the ds cDNA from the second-strand reaction mix resulting in blunt-ended cDNA. A single ‘A’ nucleotide was then added to the 3’ ends of the blunt fragments. Multiple indexing adapters, containing a single ‘T’ nucleotide on the 3’ end of the adapter, were ligated to the ends of the ds cDNA, preparing them for hybridization onto a flow cell. Adapter ligated libraries were amplified by PCR, purified using Ampure XP beads, and validated for appropriate size on a 4200 TapeStation D1000 Screentape (Agilent Technologies, Inc.). The DNA libraries were quantitated using KAPA Biosystems qPCR kit, and were pooled together in an equimolar fashion, following experimental design criteria. Each pool was denatured and diluted to 2.4pM with 1% PhiX control library added. The resulting pool was then loaded into the appropriate NextSeq Reagent cartridge, as determined by the number of sequencing cycles desired, and sequenced on a NextSeq500 following the manufacturer’s recommended protocol (Illumina Inc.). Sequencing quality control was assessed using FASTQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mouse genome GRCm38 M16 (Gencode) using STAR v2.6.0a [36] and post-alignment quality control was assessed using RSeQC v2.6.5 [37]. Aligned reads were quantified at the gene level using RSEM v1.3.1 [38]. RSEM estimated gene counts were filtered and upper quartile normalized using the R-based Bioconductor package edgeR [39]. The 4T1 P/AxR raw and processed data were deposited in GEO (accession number: GSE132568).

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism software package v.7.04 (GraphPad software Inc., San Diego, CA) and R v.3.4.1 through RStudio v.1.0.143 (Integrated Development for R; RStudio, Inc., Boston, MA). One sample t-test or Student’s two-tailed unpaired t-test was used for two-group comparison. For cell proliferation studies, IC50 was calculated using a four-parameter logistic curve and IC50 comparisons were determined by a sum-of-squares F test. Comparison of primary tumors (by caliper or BLI measurement) utilized a student’s two-tailed unpaired t-test. Kaplan-Meier methods were used to analyze overall survival with two-sided log-rank test to compare treatment. Descriptions for combined pre- and post-surgical summary analysis have been described previously [30]. Briefly, resected tumor (or tumor-bearing kidney) weights and overall survival were normalized to vehicle-treated animals to calculate percent difference. Then, student’s two-tailed unpaired t-tests were performed to separately compare primary tumor burden and overall survival of parental- and resistant-cell variants. A minimum significance level of 0.05 was used for all analyses.

## Results

### Antiangiogenic TKI resistance increases expression and activation of sitravatinib targets

To evaluate sitravatinib following antiangiogenic treatment failure, we performed transcriptomic and proteomic analysis on tumor and non-tumor cell lines resistant to sunitinib (Su) and axitinib (Ax). Su- and Ax-resistant cell lines (SuR and AxR, respectively) were derived from metastatic lesions spontaneously arising after surgical resection of a primary tumor following continuous treatment (schematic shown in Fig 1A; described previously [28]). Cell lines included human (LM2-4) and mouse (4T1) breast carcinoma, and mouse (RENCA) kidney carcinoma. While Su and Ax are not currently approved for the treatment of breast carcinoma, such models have been used extensively to evaluate Su/Ax treatment impact on metastasis and resistance, by us and others [28, 30, 31, 33, 34]. Separately, mouse (3T3) fibroblast SuR cells were generated *in vitro* to compare tumor/non-tumor cell populations (see Methods for details). Using SuR/AxR cells, we performed whole transcriptome analysis to compare gene expression changes of tyrosine kinases [40] and targets of sitravatinib (identified by Patwardhan *et al*. [17]) in resistant and vehicle-treated parental (P) cells (Fig 1B). 

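For the 4T1 pair, transcript levels were re-derived from RNA sequencing of 3 P and 3 AxR libraries. The expression array profiles of RENCA, 3T3, and LM2-4 cells were not used here. 4T1 is a mouse mammary carcinoma line that metastasizes spontaneously in Balb/c mice, and 4T1 AxR cells came from a metastatic lesion in mice treated with axitinib, an inhibitor of VEGF receptors, at 100 mg/kg/day. By the paper, AxR cells were kept in 0.5 μM axitinib and P cells were vehicle-treated, and the treatment labels likewise give axitinib for AxR samples only, while the label for growth conditions names 0.5 μM axitinib for all 6 samples. The authors aligned the reads to the mouse genome GRCm38 with STAR and the GENCODE M16 annotation, and estimated the count of each gene with RSEM. The deposited values were these estimated counts, before filtering and normalization. The estimated counts summed to 16203188, 17075389, and 15495260 in P replicates 1 to 3, and to 16318441, 15786108, and 17294525 in AxR replicates 1 to 3. Estimated counts were rounded to whole numbers, genes with too few counts were removed by edgeR's filterByExpr, and upper quartile normalization was applied. Of 53465 genes in the annotation, 13550 were tested and 28603 had no count in any library. A count of 3, taken as the floor, corresponded to between 0.171 and 0.196 counts per normalized library size as scaled by edgeR (CPM). Replicates of the same line differed by more than the sampling noise of their counts (chi-square per degree of freedom from 5.10 to 19.7), so all 6 were kept as separate samples. The first principal component held 84.3% of the variance of log2 CPM and separated AxR from P libraries. Between the lines, 4441 genes were higher and 4167 were lower in AxR cells at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is 63.5% of the genes tested. The threshold moved these counts most, with 1083 genes higher and 640 lower when an absolute log2 fold change of at least 1 was also required. The biological coefficient of variation between replicates was 0.0595, so differences well under 2-fold passed the test. With a single AxR line against a single P line, the p-values measure spread between libraries of a line, not between resistant lines. Neither the labels nor the paper's text says whether the replicates were separate cultures.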

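In 4T1 cells, 15 of the 29 sitravatinib targets drawn in Fig 1B had enough counts to be tested. Of these, 3 transcripts were higher and 9 were lower in AxR than in P cells at an adjusted p under 0.05 over all genes tested, and adjusted over the list alone the counts were also 3 and 9. The largest rise was in Fyn, a Src family kinase (ENSMUSG00000019843.14, chromosome 10 of GRCm38 from 39368855 to 39565381, on the plus strand). Fyn had 46.1 ± 1.80 CPM (SD, n = 3) in P cells and 82.3 ± 7.89 CPM (SD, n = 3) in AxR cells. Its log2 fold change was 0.84 (standard error 0.070, adjusted p = 6.86e-08 from edgeR's quasi-likelihood test), where the 670 tested genes of chromosome 10 had a median of 0.25. Ephb3 and Ddr2 had log2 fold changes of 0.62 and 0.42, on chromosomes 16 and 1 with medians of -0.32 and -0.29. The largest fall was in Flt1, which encodes VEGF receptor 1 (ENSMUSG00000029648.13, chromosome 5 from 147561604 to 147726011, on the minus strand). Flt1 had 54.7 ± 3.34 CPM (SD, n = 3) in P cells and 4.96 ± 0.287 CPM (SD, n = 3) in AxR cells, a log2 fold change of -3.46 (standard error 0.090, adjusted p = 2.42e-13 from the same edgeR test). Epha4, Pdgfra, and Src had log2 fold changes of -1.18, -1.15, and -1.03, and Ephb2 and Ptk2b of -0.51 and -0.30. The other 3 lower transcripts were those of Met, Axl, and Epha2. Ddr1, Igf1r, and Ephb4 did not pass the threshold, with log2 fold changes of -0.11, -0.09, and 0.09. Without AxR replicate 3, 4 targets were higher, Ephb4 being added (log2 fold change 0.15, adjusted p = 0.0441 from edgeR's quasi-likelihood test). Over all alternatives the adjusted p of Ephb4 from edgeR, DESeq2 or limma lay between 0.0441 and 0.516. When an absolute log2 fold change of at least 1 was also required, 0 targets were higher, against 3 at an unadjusted p under 0.05, and 4 were lower. For 13 of the 15 targets tested, the 3 AxR libraries did not overlap the 3 P libraries. Each of these has an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. Of all genes tested, 68.3% were separated in this way, where chance gives 10%.
Expression of the other 14 targets could not be compared at this depth. Epha3, Kdr, Kit, and Ros1 had no count in any library, 9 targets had at most 3 counts in every library, and Mertk had at most 8. Mean CPM was higher in AxR cells for 11 of the 29 targets, and 7 of these 11 were targets with at most 3 counts in every library.

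**Figure D1:**
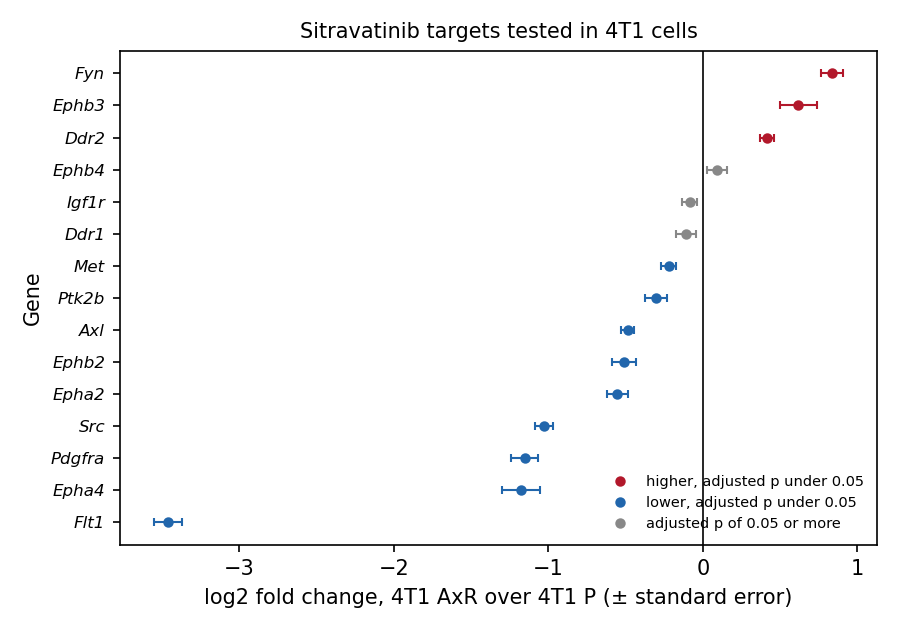
Log2 fold change (x axis, 4T1 AxR over 4T1 P) of the 15 sitravatinib targets tested (y axis), with bars for the standard error. Red points are the 3 targets higher and blue points the 9 lower in AxR cells at an adjusted p under 0.05, and grey points are the 3 that did not pass. The values run from -3.46 for Flt1 to 0.84 for Fyn.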

We found multiple tyrosine kinase and sitravatinib targets upregulated in resistant cells with high variability amongst cell lines observed (Fig 1B). Western blot analysis of total and phosphorylated protein levels confirmed consistent activation of key sitravatinib targets such as MET, EphA2/A3, or AXL in 4T1, RENCA, 3T3, and LM2-4 SuR or AxR cells (Fig 1C and 1D for densitometry). Interestingly, MET and AXL upregulation/activation was most common, while Eph upregulation/activation was cell-line dependent. Together, these results show consistent increases in sitravatinib targets in TKI-resistant metastatic and non-tumor cells of mouse and human origin, suggesting that sitravatinib may have activity against a broad range of complex resistant cell phenotypes.

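The transcripts of the receptors examined by western blot were each measured in the 4T1 pair. Met (ENSMUSG00000009376.15, chromosome 6 from 17463800 to 17573980, on the plus strand) had 329 ± 6.93 CPM (SD, n = 3) in P cells and 282 ± 13.0 CPM (SD, n = 3) in AxR cells. The log2 fold change of Met was -0.22 (standard error 0.048, adjusted p = 0.00101 from edgeR's quasi-likelihood test). Axl (ENSMUSG00000002602.16, chromosome 7 from 25757273 to 25788705, on the minus strand) had 1113 ± 8.78 CPM (SD, n = 3) in P cells and 794 ± 17.2 CPM (SD, n = 3) in AxR cells, a log2 fold change of -0.49 (standard error 0.043, adjusted p = 1.41e-07 from the same edgeR test). Epha2 (ENSMUSG00000006445.3, chromosome 4 from 141301240 to 141329384, on the plus strand) fell from 555 ± 31.3 to 378 ± 36.3 CPM (SD, n = 3 each), a log2 fold change of -0.55 (standard error 0.065, adjusted p = 4.66e-06 from the same edgeR test). For these 3 genes every AxR library was below every P library (exact two-sided permutation p = 0.1). With each library left out in turn, the log2 fold change stayed between -0.25 and -0.19 for Met, between -0.50 and -0.47 for Axl, and between -0.63 and -0.49 for Epha2. Epha3 had no count in any of the 6 libraries, which allows a level of up to 0.196 CPM in the library with the highest floor.
Across the sitravatinib target list, the median log2 fold change was -0.30. By limma's camera test with a preset inter-gene correlation of 0.01, the list had an unadjusted two-sided p of 0.0215 for being lower in AxR cells than other genes, and its adjusted p over the 9 gene lists tested, 0.0646, did not pass 0.05. Without a low-count filter the median was -0.11. With the correlation estimated from the data, neither the unadjusted nor the adjusted p passed (p = 0.0701, adjusted p = 0.316 from limma's camera). Fry was used to test whether the genes of a list shift in a single direction, and it makes no comparison with other genes. By fry the p of the target list was 8.29e-06 (adjusted p = 3.55e-05 from limma), and 7 of the 9 lists passed. From the transcript profiles and the protein levels of the resistant and parental lines, the paper concludes that sitravatinib targets increased across resistant cells of mouse and human origin, and from this it proposes that sitravatinib may act on a broad range of resistant phenotypes.

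**Figure D2:**
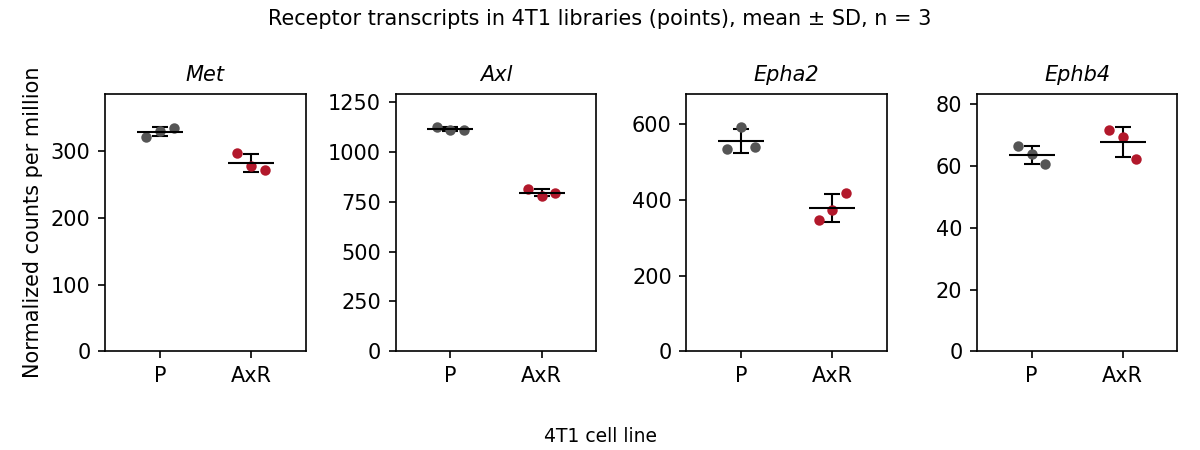
Normalized CPM (y axis, from 0) of Met, Axl, Epha2, and Ephb4 in the 4T1 P and AxR lines (x axis). Points are libraries, and bars show the mean ± SD (n = 3). The 3 AxR libraries lie below the 3 P libraries for Met, Axl, and Epha2 and overlap them for Ephb4, at 63.6 ± 2.88 CPM in P cells and 67.8 ± 4.78 CPM in AxR cells.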

**Fig 1:**
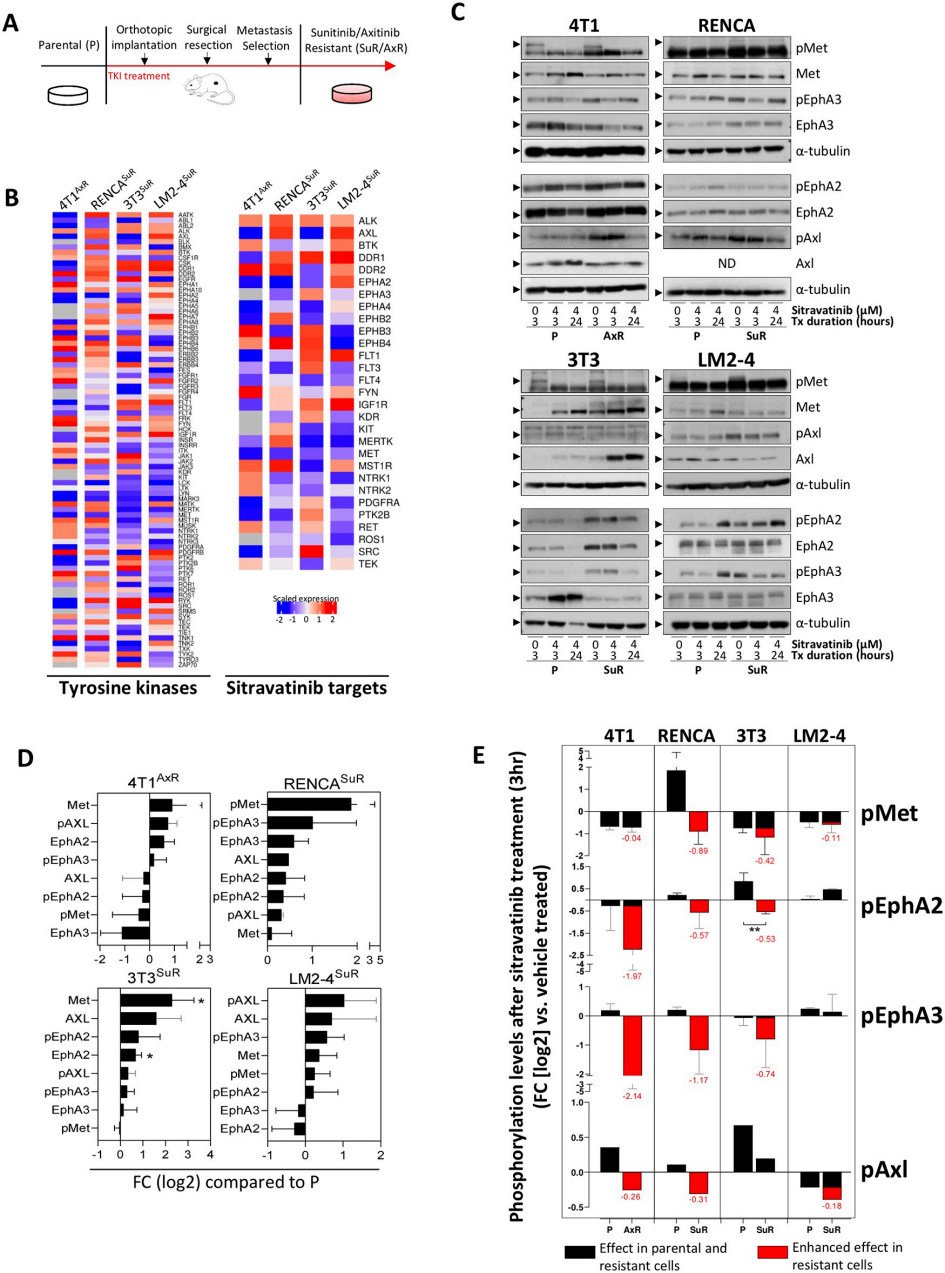
Sitravatinib target expression and activation increases in TKI-resistant metastatic tumor and non-tumor cells. (A) Schematic showing *in vivo* derivation of SuR and AxR cell lines from metastatic lesions following surgical removal of primary tumors. (B) Whole genome expression analysis showing tyrosine kinase and sitravatinib target genes in 4T1^AxR^, RENCA^SuR^, 3T3^SuR^, and LM2-4^SuR^ cells compared to corresponding P cells (n = 3). (C) Representative western blots of phosphorylated and total protein levels of Met, EphA2, EphA3, and Axl in 4T1, RENCA, 3T3, and LM2-4 cells for P or SuR/AxR variants after treatment with 4μM sitravatinib for 3 or 24 hours. (D,E) Densitometric analysis of protein levels. Both phosphorylated and total protein levels were normalized to α-tubulin. (D) Protein levels in SuR/AxR variants were compared to corresponding P cells (n = 1–5). (E) Phosphorylation levels after treatment with 4μM sitravatinib for 3 hours (n = 1–3) compared to vehicle (DMSO) treated cells. Red area in bar graphs represent instances where sitravatinib treatment effect on phosphorylation levels is enhanced in SuR or AxR cells compared to sitravatinib treatment effect in P cells. Red numbers represent the enhanced effect (FC; log_2_) in SuR or AxR cells compared to P cells after sitravatinib treatment. *P*, *parental; SuR*, *sunitinib resistant; AxR*, *axitinib resistant; FC*, *fold-change; TKI*, *tyrosine kinase inhibitor; Tx*, *treatment*. *ND*, *not done; n = 1*, *No error bars shown*, *n = 2*, *gray error bars shown; n>2*, *black error bars shown*. *Mean ± standard deviation (SD)*. *3T3*^*SuR*^ *mouse fibroblast cells were derived in vitro by concentration escalation as described in ref 28*. *See* S1 Appendix *for original uncropped images of western blots shown*. * *p<0*.*05*, ** *p<0*.*01*, *compared to P cells*.

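The left panel of Fig 1B holds 85 tyrosine kinase genes, 28 of which are also sitravatinib targets. In the 4T1 libraries 47 of the 85 were tested, and 12 were higher and 19 lower in AxR cells at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, the counts were also 12 and 19. The largest rise was in Fgfr2 (ENSMUSG00000030849.18, chromosome 7 of GRCm38 from 130162451 to 133123350, on the minus strand), from 85.5 ± 1.69 to 425 ± 24.2 CPM (SD, n = 3 each), a log2 fold change of 2.31 (standard error 0.054, adjusted p = 7.60e-14 from edgeR's quasi-likelihood test). Matk and Ephb6 were the only other kinases of the panel to rise by at least 1 on the log2 scale, with log2 fold changes of 1.29 and 1.12. Matk had 0.635 ± 0.103 CPM (SD, n = 3) in P cells and 1.56 ± 0.707 CPM (SD, n = 3) in AxR cells, and without AxR replicate 2 its log2 fold change was 0.88 (adjusted p = 0.0552 by the same edgeR test). Over all alternatives the adjusted p of Matk from edgeR, DESeq2 or limma lay between 0.00135 and 0.0552. Epha1, Tnk1, Frk, and Erbb3 rose by 0.90, 0.96, 0.75, and 0.62 on the log2 scale. Frk, Erbb3, and Matk lie on chromosome 10, as Fyn does. The smallest rises called were those of Ptk7 and Tyk2, with log2 fold changes of 0.14 and 0.22. With DESeq2 in place of edgeR, neither passed the threshold (adjusted p = 0.0987 and 0.0707). Ptk7 also missed it with library size only, without a low-count filter and with the replicate number as a block. The same held for Ptk7 without P replicate 1, 2 or 3 or AxR replicate 2, and it passed in the other alternatives. Tyk2 also missed it without P replicate 3 or AxR replicate 2, and passed in the others. Over all alternatives with edgeR, DESeq2 or limma the adjusted p lay between 0.0282 and 0.0987 for Ptk7 and between 0.00713 and 0.0707 for Tyk2. Among the kinases that are not sitravatinib targets, Epha8 and Aatk fell most, with log2 fold changes of -0.81 and -0.79. In the panel, 13 genes had no count in any library, and 21 others had at most 3 counts in every library.
The median log2 fold change of the 47 kinases was -0.11. By camera with the preset correlation (two-sided p = 0.102 from limma) or the estimated one (p = 0.120) the list did not differ from other genes. By fry the p was 0.000243 (from limma), without a comparison with other genes. Without a low-count filter the median of the list was -0.034. The colours drawn for 4T1 AxR were compared with the direction in these libraries over the genes of both panels. The authors drew them from the same RNA sequencing data. A match therefore checks the processing and the reading of the figure, and its p is no independent evidence of direction. For all 46 tested genes drawn in red or blue, the sign of the log2 fold change was that of the colour (two-sided Fisher's exact test, p = 5.72e-13), and 17 of them were red. Without P replicate 1, P replicate 3 or AxR replicate 1, the share with the sign of the colour was 97.8%. For the 20 coloured genes with at most 3 counts in every library, the difference of the mean CPM had the sign of the colour in each, and 14 of them were red.

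**Figure D3:**
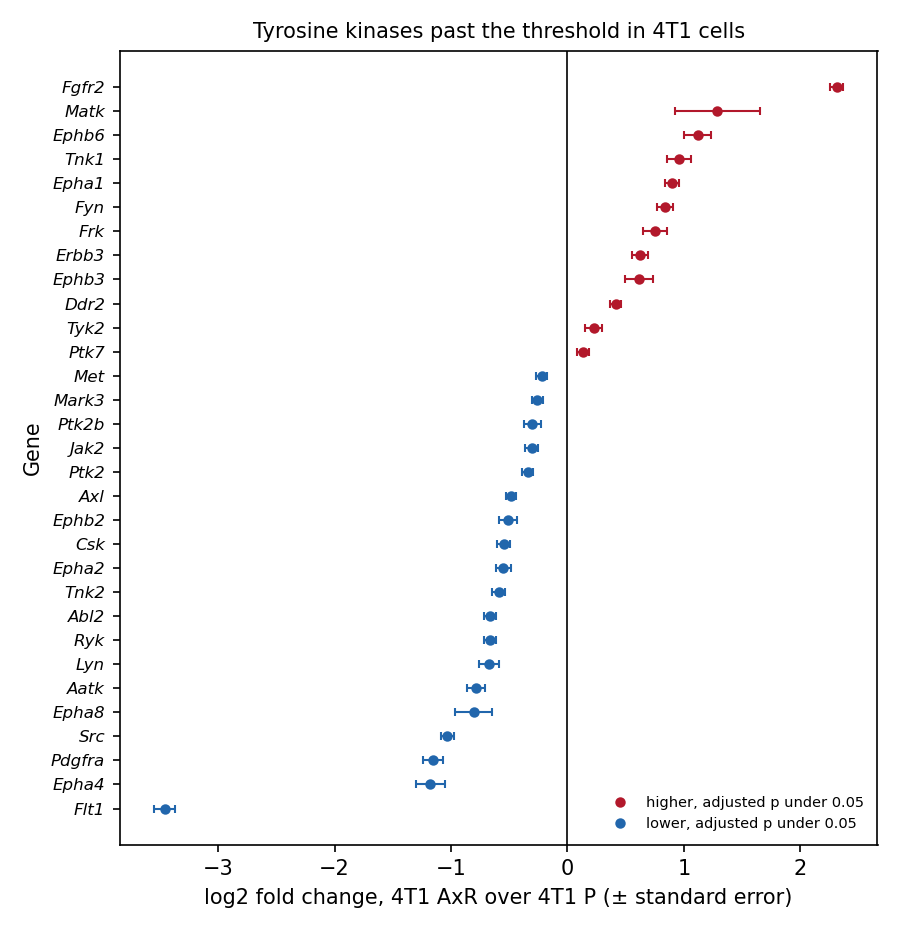
Log2 fold change (x axis, 4T1 AxR over 4T1 P) of the tyrosine kinases with an adjusted p under 0.05 (y axis), with bars for the standard error. The 12 genes in red were higher and the 19 in blue lower in AxR cells, and the value furthest to the right is 2.31 for Fgfr2.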

### *In vitro* sitravatinib treatment effects are enhanced in TKI-resistant tumor and non-tumor cells

We next evaluated sitravatinib treatment impact on phosphorylation levels of MET, Eph, and AXL receptors in SuR/AxR and P cells. Mouse 4T1^AxR^, RENCA^SuR^, 3T3^SuR^, and LM2-4^SuR^ cells, typically maintained *in vitro* with Su (5μM) or Ax (0.5μM), were serum-starved for 3 hours and then treated with 4μM sitravatinib for 3 or 24 hour periods. Our results show that sitravatinib treatment decreased MET, EphA2, EphA3, or AXL protein phosphorylation levels in SuR/AxR cells after 3 hours compared to vehicle-treated control cells, indicating an enhanced effect in resistant cell lines (Fig 1C and 1E for densitometry). An exception to this was LM2-4^SuR^ cells where enhanced sitravatinib inhibitory effects in resistant cells were observed after 24 hours only, suggesting that sitravatinib sensitivity can depend on the duration of drug exposure (Fig 1C; S1 Fig for 24hr densitometry). Importantly, these results show that sitravatinib treatment can inhibit molecular targets specific to TKI resistance in P cells but have broadly enhanced effects in resistant cell populations. Together, these findings show that sensitization of cells to sitravatinib may be target-, cell-line, and time-dependent, but are consistent amongst cells with diverse resistant-mediated molecular changes.

### Proliferation inhibition by sitravatinib is increased in TKI-resistant tumor and non-tumor cells

Next we performed *in vitro* studies to examine sitravatinib treatment effects on cell death and division in tumor and non-tumor SuR/AxR and P cell lines. Following 72 hours of varying sitravatinib treatment concentrations, cellular proliferation was evaluated by MTS assay. We found that that the sitravatinib drug concentrations needed to reach 50% inhibition (IC50) was consistently less in SuR/AxR cells compared to P cell lines, with statistical significance reached in 5 of 6 cell lines including 4T1^AxR^, RENCA^SuR^, 3T3^SuR^, LM2-4^SuR^, and RENCA^AxR^ (Fig 2A–2D and S2A Fig, respectively; S2B Fig shows 4T1^SuR^ as an exception). In parallel, we performed comparative studies with cabozantinib, a TKI with a similar target profile. Our results show that cabozantinib IC50 concentrations in resistant and parental cells to be similar in RENCA SuR/AxR cells (S2C and S2D Fig, respectively) or increased as in 4T1 AxR/SuR cells (Fig 2E and 2F, respectively; see Fig 2G for summary). These results suggest that the enhanced sensitivity of sitravatinib in resistant cell populations may be unique compared to similar-classed drugs. In our next studies, we examined apoptosis in 4T1^AxR^, RENCA^SuR^, 3T3^SuR^ cells following 2μM sitravatinib treatment for 48 hours. Using flow cytometric analysis, we found no significant differences in apoptosis in SuR/AxR compared to P cells, suggesting that enhanced tumor-inhibitory effects of sitravatinib in TKI-resistant cells are not the result of direct cytotoxicity over short periods of drug exposure (Fig 2H). Together, these results indicate that tumor and non-tumor cell populations resistant to TKIs may be directly growth inhibited with increased potency by sitravatinib compared to treatment-naïve cell lines, but our evidence suggests this is largely caused by cytostatic, not cytotoxic, effects of the drug.

**Fig 2:**
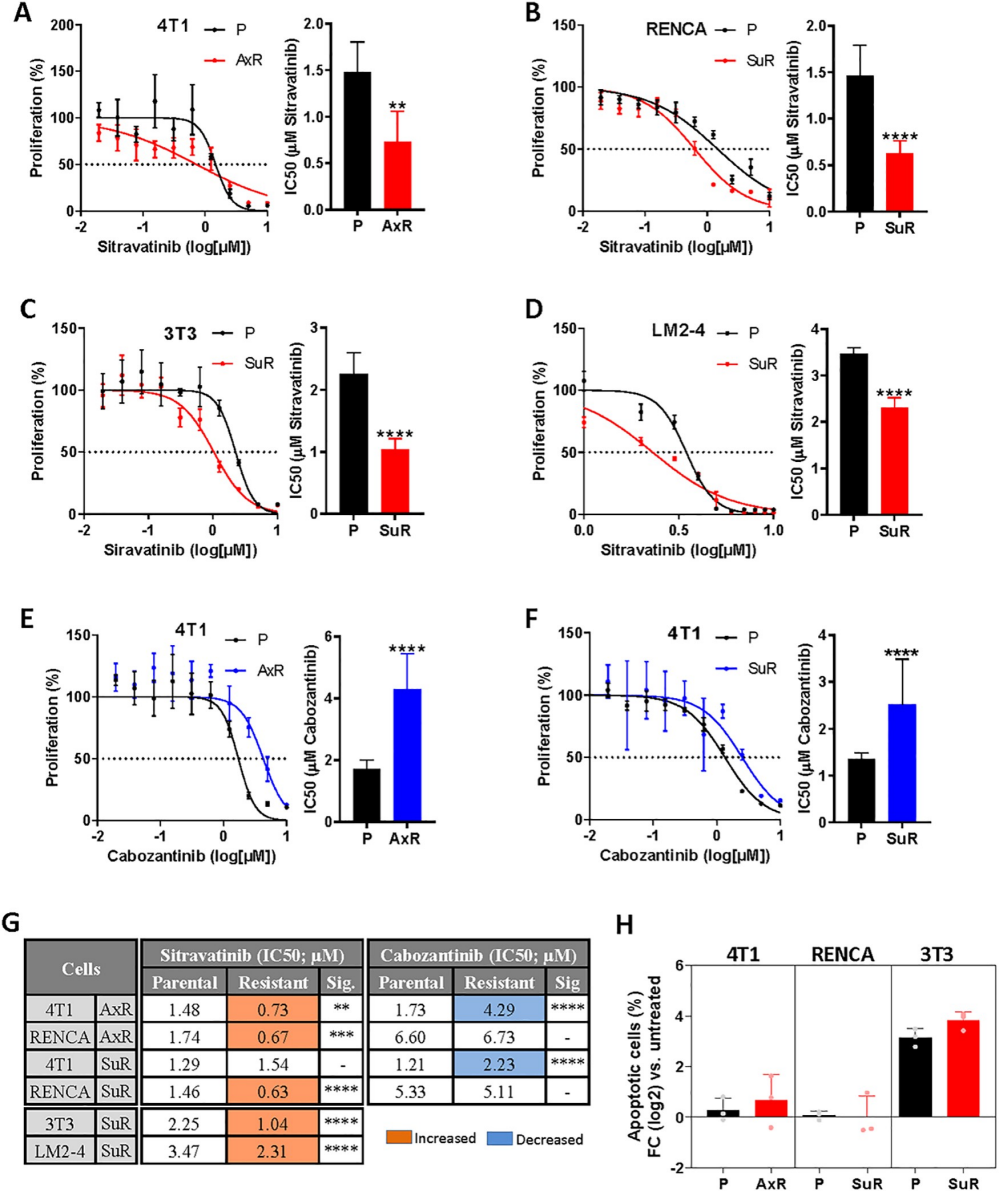
Enhanced proliferation inhibition in TKI-resistant cell lines after sitravatinib treatment. (A-F) MTS proliferation assay for (A,E) 4T1 P/AxR, (B) RENCA P/SuR, (C) 3T3 P/SuR, (D) LM2-4 P/SuR, (F) 4T1 P/SuR (n = 3–4) after 72 hours treatment with different concentrations of sitravatinib (A-D) or cabozantinib (E,F). Proliferation curves (left panel) were used to calculate IC50 values (right panel). Proliferation values were normalized to DMSO-treated vehicle controls. (G) Corresponding IC50 values from MTS proliferation assays for P or SuR/AxR cell variants following sitravatinib or cabozantinib treatment (see S2 Fig for additional MTS proliferation assays). Orange boxes indicate significantly increased sensitivity to sitravatinib and blue boxes indicate significantly decreased sensitivity to cabozantinib treatment in SuR/AxR cells compared to P controls. (H) Annexin V staining of 4T1, RENCA, and 3T3 P or SuR/AxR cell variants after 2μM sitravatinib treatment for 48 hours (n = 3) using flow cytometric analysis. Results are normalized to vehicle-treated cells. *P*, *parental; SuR*, *sunitinib-resistant; AxR*, *axitinib-resistant; FC*, *fold-change; Sig*, significance; Mean ± standard deviation (SD); ** p<0.*01*, *** *p<0*.*001*, **** *p<0*.*0001 compared to parental cells*.

### Primary tumor inhibition effects following sitravatinib treatment are enhanced in TKI-resistant models

We next examined sitravatinib treatment effects on localized primary tumor growth in SuR/AxR tumor models *in vivo*. To do this, we first orthotopically implanted 4T1, RENCA, or LM2-4 parental or SuR/AxR cell variants into the mammary fat pad or kidney of SCID or Balb/c mice. Following implantation, mice were then treated with sitravatinib (20 mg/kg/day) until 1 day prior to surgical resection of the primary tumor or tumor-bearing kidney, depending on the model. Our results show that sitravatinib delayed primary tumor volume as measured by calipers (breast model) or bioluminescence (BL; kidney model) in 4T1^P^/4T1^AxR^ (Fig 3A and 3B), 4T1^P^/4T1^SuR^ (Fig 3C and 3D), RENCA^P^/RENCA^SuR^ (Fig 3E and 3F), and LM2-4^P^/LM2-4^SuR^ (S3A and S3B Fig). Comparisons of resected primary tumor or kidney weights showed that sitravatinib treatment significantly inhibited tumor growth in *all* parental and TKI-resistant models compared to vehicle-treated control groups (Fig 3G). Importantly, the inhibitory effects of sitravatinib were significantly enhanced in 3 out of 4 tumor models when comparing parental and TKI-resistant models (Fig 3G; red bars). Together, these results show that sitravatinib treatment has potent inhibitory effects on localized primary tumors in multiple xenograft and isograft models, which are enhanced following antiangiogenic TKI resistance.

**Fig 3:**
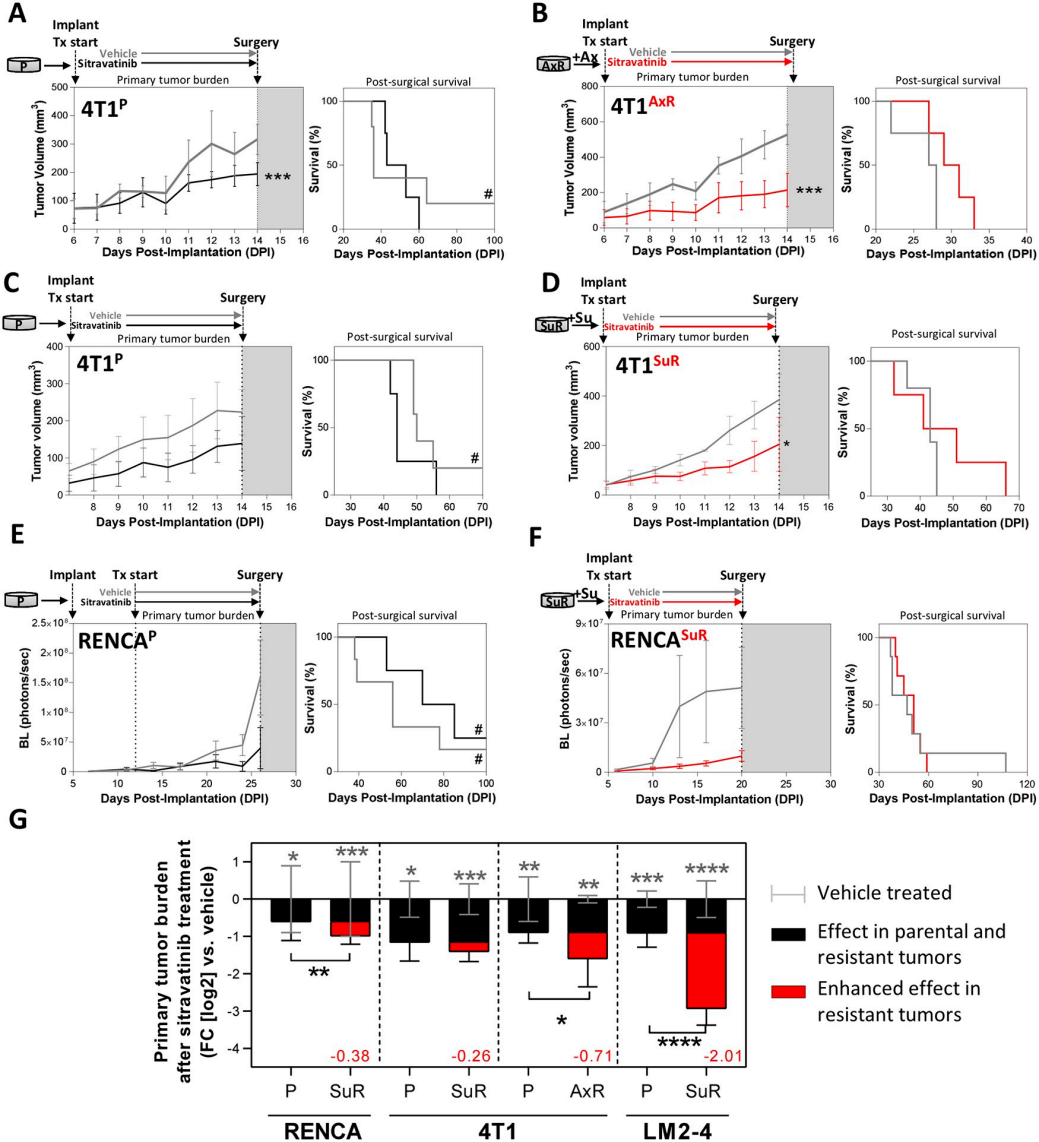
Primary tumor inhibition following sitravatinib treatment is enhanced in TKI-resistant tumor models. (A-F) Mice received orthotopic (mammary fat pad or kidney) implantation of P or SuR/AxR tumor cells. Tumor models used included 4T1^P^ and 4T1^AxR^ (Balb/c mice; n = 4–8); 4T1^P^ and 4T1^SuR^ (Balb/c mice; n = 4–5); RENCA^P^ and RENCA^SuR^ (Balb/c mice; n = 4–17). Sitravatinib was administered to mice bearing (A-B) 4T1^P^ and 4T1^AxR^, (C-D) 4T1^P^ and 4T1^SuR^, and (E-F) RENCA^P^ and RENCA^SuR^. Treatment effects were assessed for impact on primary tumor growth by tumor volume or BL measurements (left panel) and for impact on metastasis after surgical tumor removal by survival (right panel). Treatment stopped the day before surgery. (G) Analysis of orthotopic primary tumor weights (or tumor bearing kidney weight) after sitravatinib treatment (includes LM2-4 tumor model data from S3 Fig). Bar graphs represent tumor burden of sitravatinib-treated P or SuR/AxR tumor cell variants compared to treatment-naïve P control cells (*grey lines)*. Red area on bar graphs represent instances where sitravatinib treatment effect on tumor volume is enhanced in SuR/AxR tumors cell variants compared to sitravatinib-treated P tumors. Red numbers represent the enhanced effect (FC; log_2_) of sitravatinib treatment in resistant cells compared to their corresponding P cells. *Tx*, *treatment; P*, *parental; SuR*, *sunitinib-resistant; AxR*, *axitinib-resistant; Su*, *sunitinib; Ax*, *axitinib; BL*, *bioluminescence; TKI*, tyrosine kinase inhibitor; Mean ± standard deviation (SD); * p<0.*05*, ** *p<0*.*01*, *** *p<0*.*001*, **** *p<0*.*0001 compared to vehicle-treated mice*. *Significance stars in 3G*: *grey*, *represents Sitravatinib-treated vs*. *vehicle-treated; black*, *represents sitravatinib-treated SuR/AxR tumors vs*. *sitravatinib-treated P tumors*. *# represents disease-free survival until experiment end*.

### Perioperative sitravatinib treatment improves survival in TKI-resistant models of spontaneous metastatic disease

We have previously demonstrated that neoadjuvant TKI treatments in mice bearing orthotopic tumors can have potent inhibitory effects on primary tumors that do not always improve survival when treatment is stopped and tumors surgically removed [30]. We observed similar results with *presurgical-only* sitravatinib treatment in parental and TKI-resistant models where post-surgical survival was not consistently improved when treatment was stopped prior to surgery (Fig 3A–3F; right panels). A single exception to this was in the LM2-4^SuR^ tumor model where significant survival advantage was observed compared to parental tumors (S3A and S3B Fig; right panels). Therefore, to evaluate the impact of sitravatinib treatment on spontaneous metastasis and overall survival, we undertook studies where treatment was continued perioperatively (i.e., pre- and post-surgically). Importantly, we found that continuous perioperative sitravatinib treatment improved survival in RENCA or 4T1 AxR/SuR variant tumor models compared to parental controls (Fig 4A and 4B; only RENCA shown). Using pre- and post-surgical datasets from these models, we performed a combined analysis to differentiate ‘anti-primary’ and ‘anti-metastatic’ effects of sitravatinib treatment using methodology we previously optimized [30] (Fig 4C; see left panel for schematic). First, weights of surgically excised primary tumor (or tumor-bearing kidney) from sitravatinib-treated animals were normalized to their corresponding vehicle-treated groups, then these values were compared to overall survival after surgery, also normalized to their corresponding vehicle-treated groups. We found that continuous perioperative sitravatinib treatment enhanced anti-primary and anti-metastatic effects in both 4T1^AxR^ and RENCA^SuR^ cell lines (Fig 4C; middle and right panel, respectively), with comparative values shown in (Fig 4D). Importantly, in all models receiving continuous post-operative sitravatinib treatment no overt toxicity-related weight loss was observed, despite protracted periods of 120+ days (S4A–S4D Fig). Together, these results indicate that the inhibitory effects of sitravatinib treatment on primary and metastatic disease may be enhanced after prior antiangiogenic TKI treatment.

**Fig 4:**
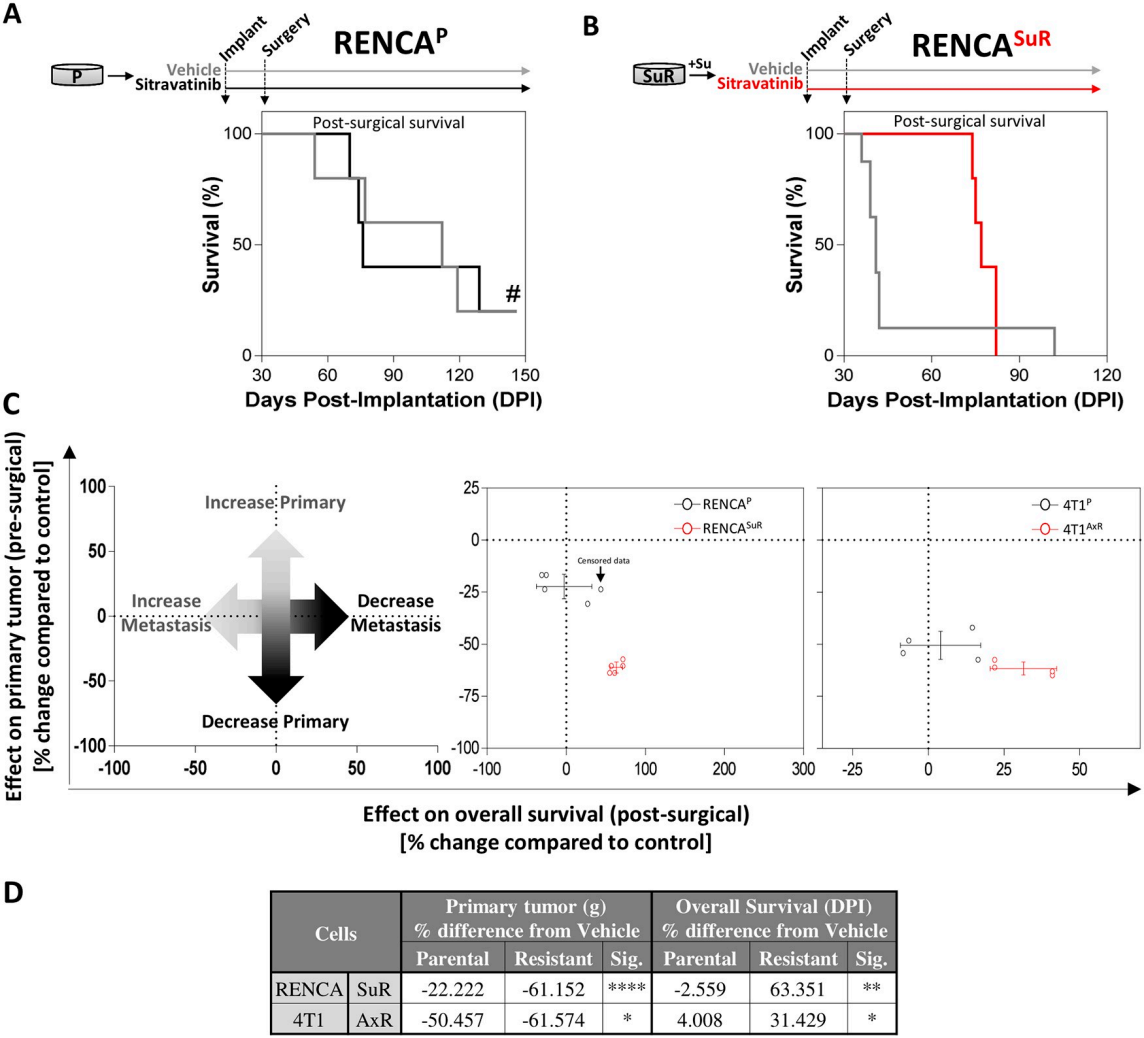
Perioperative sitravatinib treatment improves survival in TKI-resistant models of spontaneous metastatic disease. (A-B) Mice received orthotopic implantation in kidney of P or SuR tumor cells for RENCA^P^ and RENCA^SuR^ (Balb/c mice; n = 5–8) models. Sitravatinib was administered to mice bearing (A) RENCA^P^, and (B) RENCA^SuR^ tumors and stopped at the end of the experiment. Post-surgical survival is shown. (C) Combined analysis showing differences in pre-surgical primary tumor and post-surgical metastatic burden for 4T1^P^ and RENCA^P^ (black dots); and 4T1^AxR^ and RENCA^SuR^ (red dots) treated with vehicle or sitravatinib (Balb/c mice; n = 4). Crossed lines represent the standard deviation of sitravatinib-treated P (black cross) and SuR/AxR (red cross) cell-implanted tumor model data derived from comparisons of primary tumor burden data (vertical line) and median survival data (horizontal line). (D) Corresponding values for percent differences in primary tumor burden (tumor or tumor-bearing kidney weight) and overall survival (days post-implantation) are shown. Significance was assessed by student’s t test comparing SuR/AxR vs. P cell-implanted animals treated with sitravatinib and normalized to corresponding vehicle-treated animals. *Tx*, *treatment; DPI*, *days post implantation; P; parental; SuR*, *sunitinib-resistant; AxR*, *axitinib-resistant; Su*, *sunitinib; Ax*, *axitinib; TKI*, *tyrosine kinase inhibitor; g*, *grams; Sig*, *significance*. Mean ± standard deviation (SD); * p<0.*05*, ** *p<0*.*01*, *** *p<0*.*001*, **** *p<0*.*0001 compared to vehicle-treated mice or P cell-implanted model*. *# represents disease-free survival until experiment end (indicated as ‘censured’ in Fig 4C)*.

## Discussion

Patients with metastatic disease receiving antiangiogenic TKIs can have high response rates (up to 60% in mRCC) but often have short-lived efficacy, with eventual relapse common. Resistance to antiangiogenic TKIs appear to be mostly drug-specific, rather than drug-*class* specific, as TKIs with similar target profiles can show benefits in the second-line setting [6]. Such ‘cross-over’ TKI efficacy may be due to emergence of complex resistant cell phenotypes that include diverse angiogenesis and metastasis-promoting proteins such as MET and AXL [8, 13]. This raises the potential that TKIs with diverse secondary target profiles may yield benefits amongst broader resistant patient populations. Here, we examined the efficacy of sitravatinib, a novel broad-spectrum receptor TKI in resistance models that include multiple tumor and non-tumor cells of mouse and human origin, and multiple drugs (sunitinib or axitinib). Sitravatinib targets were found to be upregulated in tumor/non-tumor cell resistant cells, and sitravatinib treatment was found to enhance inhibition of cell proliferation (*in vitro*) and tumor growth (*in vivo*) following treatment failure. These findings suggest the potency of sitravatinib against diverse targets may improve overall efficacy and provide a rationale for use of sitravatinib in patients previously treated with antiangiogenic TKIs.

A key component of our studies is the use of angiogenesis inhibitor-resistant tumor cell models that consider the impact on metastatic progression. In a recent literature survey of more than 109 preclinical studies involving resistance to VEGF pathway inhibitors, we found that only a small number (<4%) examined tumor cell populations from clinically relevant metastasis that occurs after surgery [27]. In the present study, we used human and mouse cells from metastatic lesions in mice after primary tumor removal following continued treatment with axitinib or sunitinib [28]. Sitravatinib treatment had potent anti-primary (prior to surgery) and anti-metastatic (after surgery) effects depending on the duration of treatment. Our results show that these outcomes were further improved in SuR and AxR models, suggesting that prior antiangiogenic treatment does not limit sitravatinib activity in the second-line. Importantly, an early clinical evaluation of sitravatinib seems to support these conclusions. In an ongoing multi-center, open label phase 1/1b trial involving 109 patients with advanced solid tumor malignancies treated with sitravatinib, 20 ccRCC patients were identified that received VEGFR TKIs either once (48%), twice (24%), three-times (17%), or four-times (3%) [41]. Remarkably, comparisons of maximum tumor burden difference from baseline in this antiangiogenic-treated patient subset showed that 15 (75%) had prolonged stable disease and 4 (20%) had partial responses [41]. These results indicate that broad (and likely complex) resistance mechanisms resulting from TKI treatment may, at least in part, be targeted by sitravatinib. While further studies are needed to determine whether enhanced efficacy may differ amongst drug types (i.e., sunitinib vs pazopanib, etc.), or following multiple lines of prior drug exposure, these results serve as an important confirmation that broad-target TKIs may improve the treatment of complex resistant phenotypes that emerge after VEGF pathway blockade.

In this regard, complexity of reported mechanisms that explain antiangiogenic drug resistance have rapidly increased to include several compensatory pathways (i.e., FGF, PDGF, and among others), recruitment of bone-marrow derived cell populations, metabolomics, and, more recently, activation/suppression of immune-regulatory components (summarized in [42]). We and others have shown that, in some instances, these resistant mechanisms can include promotion of metastatic phenotypes [43]. This may be driven, at least in part, by increases in MET signaling, but other mechanisms such as increased Eph signaling may also play a role. Indeed, upregulation of EphA2 or ephrin-A1 may be involved in resistance to VEGF-targeted therapies [44], and recent evidence suggests that EphB4 overexpression can confer resistance to sunitinib treatment [45]. Our present studies demonstrate EphA2 or EphA3 can be upregulated or activated following resistance, but this effect can be variable amongst several cell lines. This may explain why broad Eph-signaling blockade by broad-spectrum inhibitors such as sitravatinib may improve outcomes compared to more specific approaches; however, further testing is required to evaluate this question. Related to this, another key consideration is whether resistance derives from tumor or host stromal cells, or both together in concert. There is increasing evidence, by us and others, demonstrating that the anti-tumor effects of VEGFR TKIs—thought to predominantly be due to antiangiogenic properties—also have direct effects on the tumor [28, 46]. In our present studies, we demonstrate key molecular and proteomic changes in resistant tumor and non-tumor cell populations that include increases in RTK- and sitravatinib-specific targets, suggesting that sitravatinib treatment efficacy after resistance may be related to enhanced effects on tumor and host cell populations.

A key consideration of our study is that we examined treatments as a monotherapy following TKI resistance, yet it may be the case that the most effective clinical use of sitravatinib is in combination with other drugs. For instance, sitravatinib is currently being evaluated clinically in oral cavity cancer, NSCLC, and mRCC patients in combination with nivolumab, an immune checkpoint inhibitor targeting the PD-1 pathway. Thus far, the potential benefits of TKI/PD-1 drug combinations have been mixed, in large part because of variable toxicities. For example, in mRCC drug combinations of axitinib with pembrolizumab or avelumab (PD-1 and PD-L1 antibodies, respectively) have demonstrated acceptable toxicity and anti-tumor activity [47, 48], while the combination of pazopanib and pembrolizumab was not tolerated leading to trial termination [49]. This variability of side-effects may stem from drug selectivity and “off-target” effects, along with differing target profiles [8]. Currently, it is unknown whether sitravatinib/PD-1 pathway inhibitor combinations will be efficacious, but it is notable that early indications suggest favorable toxicities profiles in most patients [19, 50].

It is also possible that sitravatinib may have direct action on immune-regulatory cells that may explain efficacy in TKI-refractory settings. Uniquely, sitravatinib is active in inhibiting TAM family receptors, which are activated by their cognate ligands Gas6 and PROS1 [20]. TAM receptors/ligands are overexpressed in numerous tumor types, can correlate with tumor stage and chemo/radio-resistance, and serve as inhibitory receptors on infiltrating immune cells in the tumor microenvironment that suppress host antitumor immunity [51, 52]. Importantly, TAM receptors can regulate adaptive immune responses, inflammation, and tissue-repair promotion mechanisms—all modulators of metastatic behavior [52–54]. While our studies provide confirmation that AXL is upregulated following TKI resistance; further exploration is required to determine if the tumor and metastasis-limiting effects of sitravatinib are the result of TAM family inhibition.

Overall our studies demonstrate a therapeutic advantage for sitravatinib in TKI resistant tumor cells *in vitro* and *in vivo*. While efficacious in a non-resistant setting, sitravatinib can prolong survival in resistant tumors. Together, our findings supporting further clinical investigation for the use of sitravatinib in patients that have failed on antiangiogenic therapy.

## Supporting information

S1 Appendix Uncropped original western blots. (PDF) Click here for additional data file.

S2 Appendix Data used to generate figures. (XLSX) Click here for additional data file.

S1 Fig Tyrosine kinase phosphorylation after 24 hours of sitravatinib treatment. Densitometric analysis of western blots for relative phosphorylation levels shown in Fig 1C comparing P and SuR/AxR cell variants after treatment with sitravatinib at 4μM for 24 hours in 4T1, RENCA, 3T3 and LM2-4 SuR or AxR cell variants. Protein levels were normalized to α-tubulin and compared to vehicle (DMSO) treated cells. Red area in bar graphs represent instances where sitravatinib treatment effect on phosphorylation levels is enhanced in SuR or AxR cells compared to sitravatinib treatment effect in P cells. Red numbers represent the enhanced effect (FC; log2) in SuR or AxR cells compared to P cells after sitravatinib treatment. *P*, *parental; SuR*, *sunitinib resistant; AxR*, *axitinib resistant; FC*, *fold-change; n = 1*, *No error bars shown*, *n = 2*, *gray error bars shown; n>2*, *black error bars shown*. *Mean ± standard deviation (SD)*.
(TIFF) Click here for additional data file.

S2 Fig Effects of sitravatinib and cabozantinib treatment on proliferation in TKI-resistant cell lines. (A-D) MTS proliferation assay for (A) RENCA P/AxR, (B) 4T1 P/SuR, (C) RENCA P/SuR, and (D) RENCA P/AxR (n = 3–4) after 72 hours of varying sitravatinib (A,B) or cabozantinib (C,D) concentrations. Proliferation curves (left panel) were used to calculate IC50 (right panel). Proliferation values were normalized and compared to vehicle (DMSO)-treated control cells. *P*, *parental; SuR*, *sunitinib-resistant; AxR*, *axitinib-resistant; TKI*, *tyrosine kinase inhibitors*. Mean ± standard deviation (SD); *** p<0.*001*, *compared to parental cells*.
(TIFF) Click here for additional data file.

S3 Fig Primary tumor inhibition following sitravatinib treatment is enhanced in a TKI-resistant metastatic LM2-4 tumor model. (A-B) Sitravatinib was administered to SCID mice (n = 4–18) bearing (A) LM2-4^P^ and (B) LM2-4^SuR^ tumors following orthotopic implantation. Treatment effects were assessed for impact on primary tumor growth by tumor volume measurements (left panel) and for impact on metastasis after surgical tumor removal by survival (right panel). Treatment stopped the day before surgery. *Tx*, *treatment; P*, *parental; SuR*, *sunitinib-resistant; Su*, sunitinib; Mean ± standard deviation (SD); * p<0.*05*, *** *p<0*.*001*, **** *p<0*.*0001 compared to vehicle-treated mice*. *# represents disease-free survival until experiment end*.
(TIFF) Click here for additional data file.

S4 Fig Mouse body weights after sitravatinib treatment. (A-D) Body weights from experiments presented in Fig 4 that included mice receiving continuous sitravatinib treatment after the surgical removal of RENCA and 4T1 P or SuR/AxR tumor variants until endpoint or experiment termination. Tumor models (A) RENCA^P^, (B) RENCA^SuR^, (C) 4T1^P^, and (D) 4T1^AxR^. *P*, *parental; SuR*, *sunitinib-resistant; AxR*, *axitinib-resistant; Su*, *sunitinib; Ax*, *axitinib; g*, *grams; Tx*, Treatment; *, *represents end-stage disease criteria endpoint reached; #*, *represents disease-free survival until experiment end*.
(TIFF) Click here for additional data file.

# Supplementary material for: Enhanced efficacy of sitravatinib in metastatic models of antiangiogenic therapy resistance
**Source:** PLoS One. 2019 Aug 1;14(8):e0220101. doi: 10.1371/journal.pone.0220101

## **S1 APPENDIX:**

Full uncropped western blots for Figure 1C

Full uncropped blots: Figure 1C

4T1

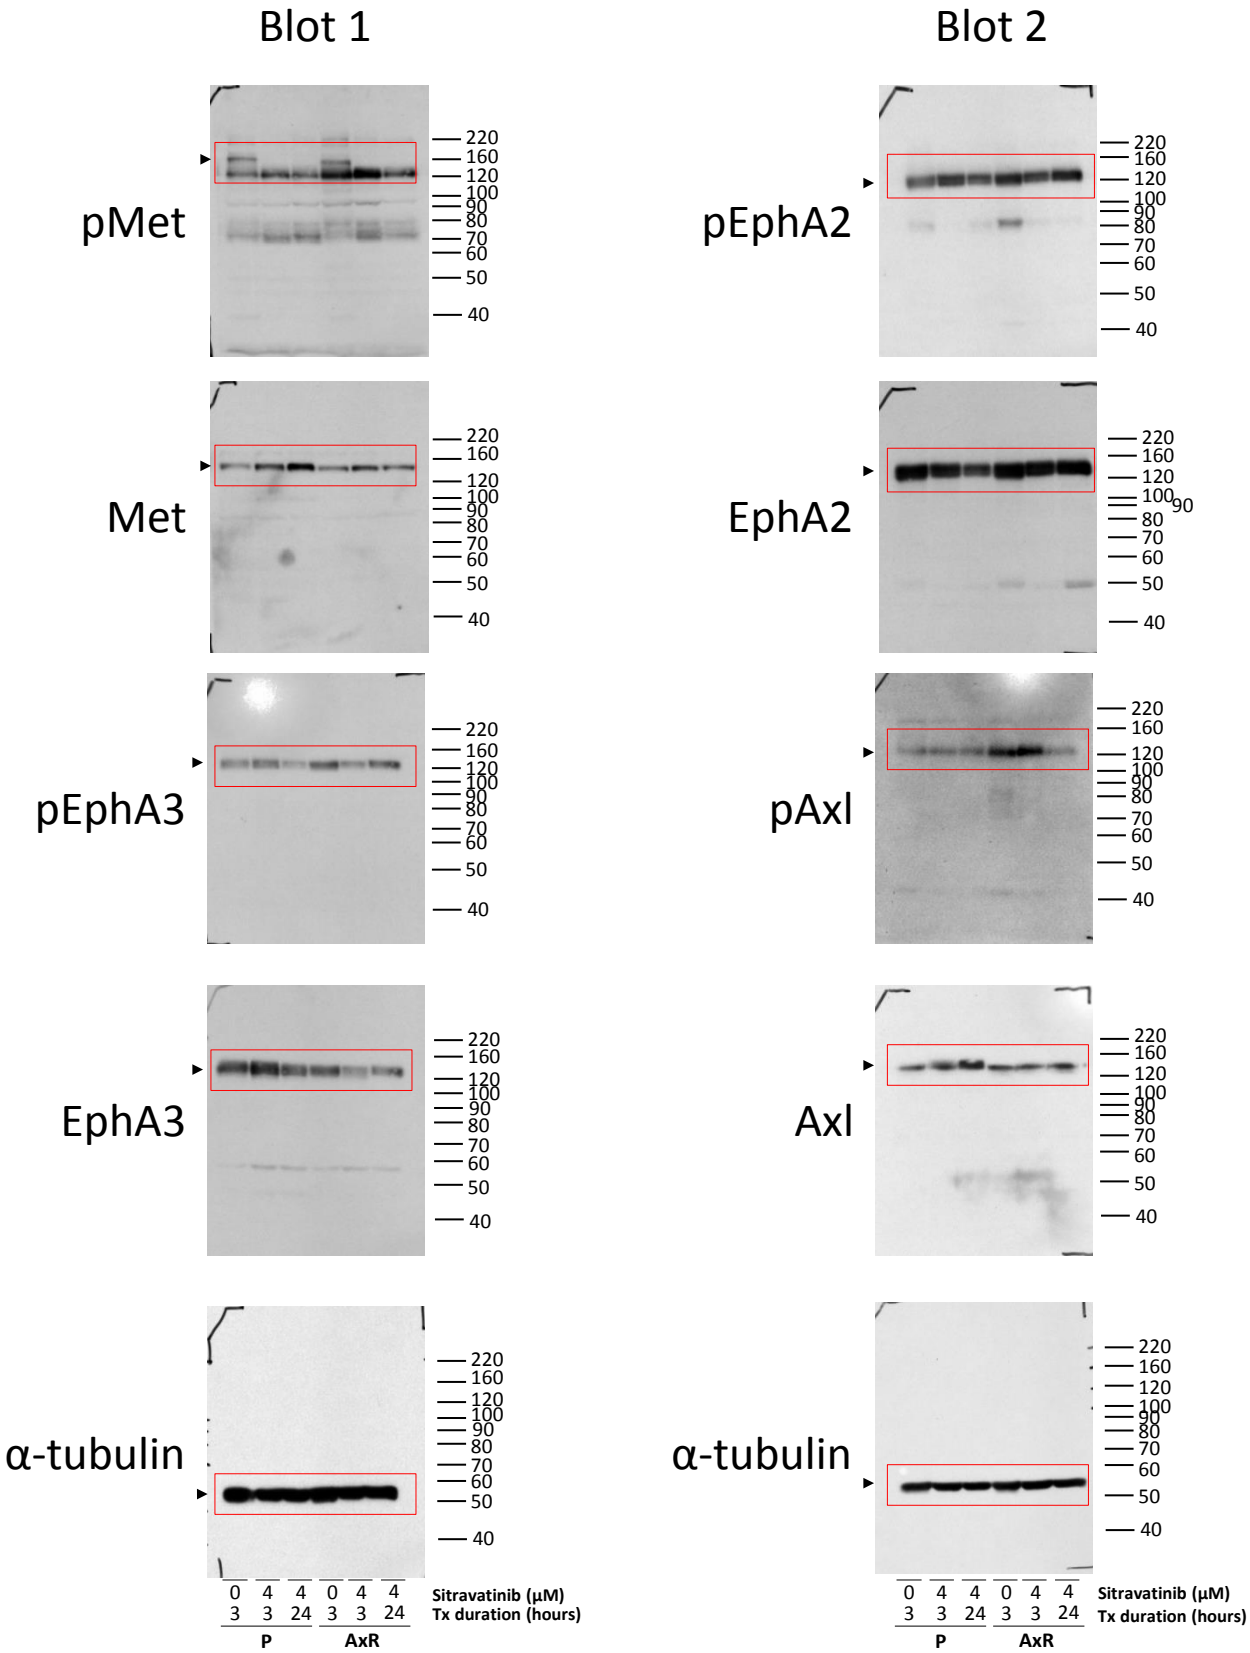

RENCA

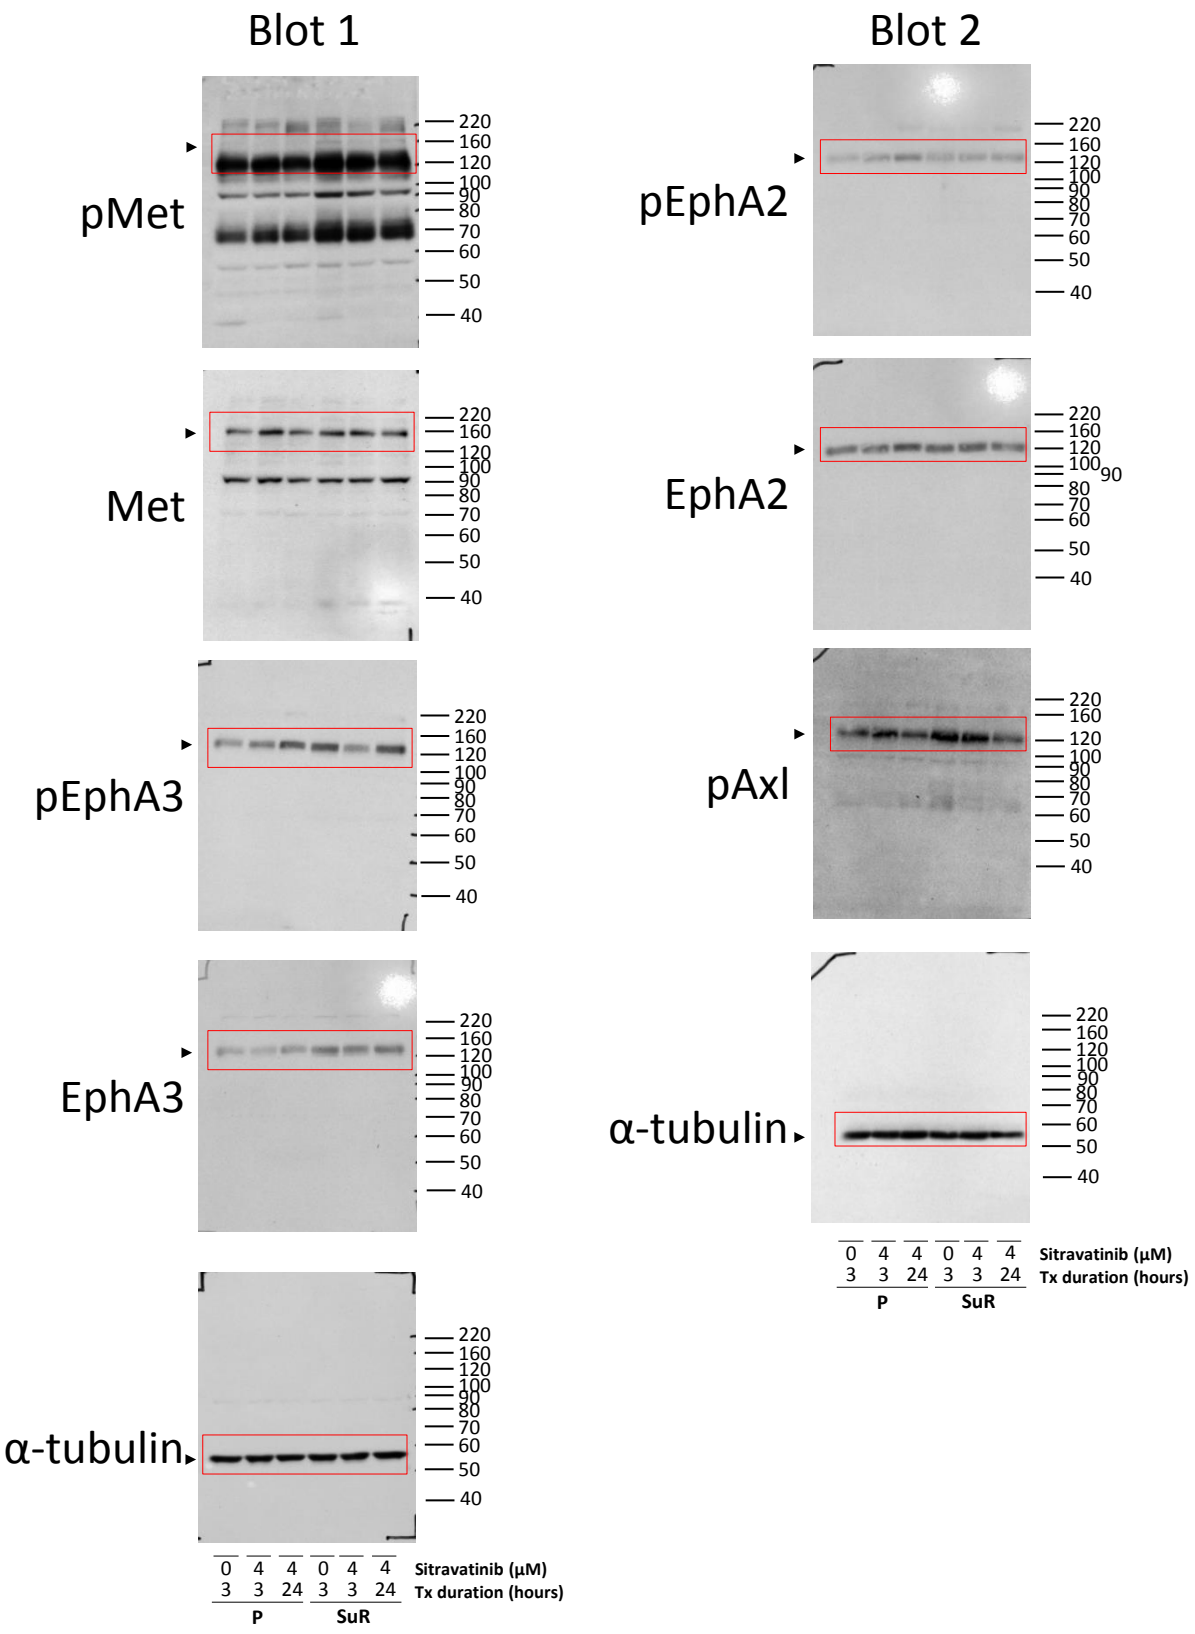

Full uncropped blots: Figure 1C

**3T3**

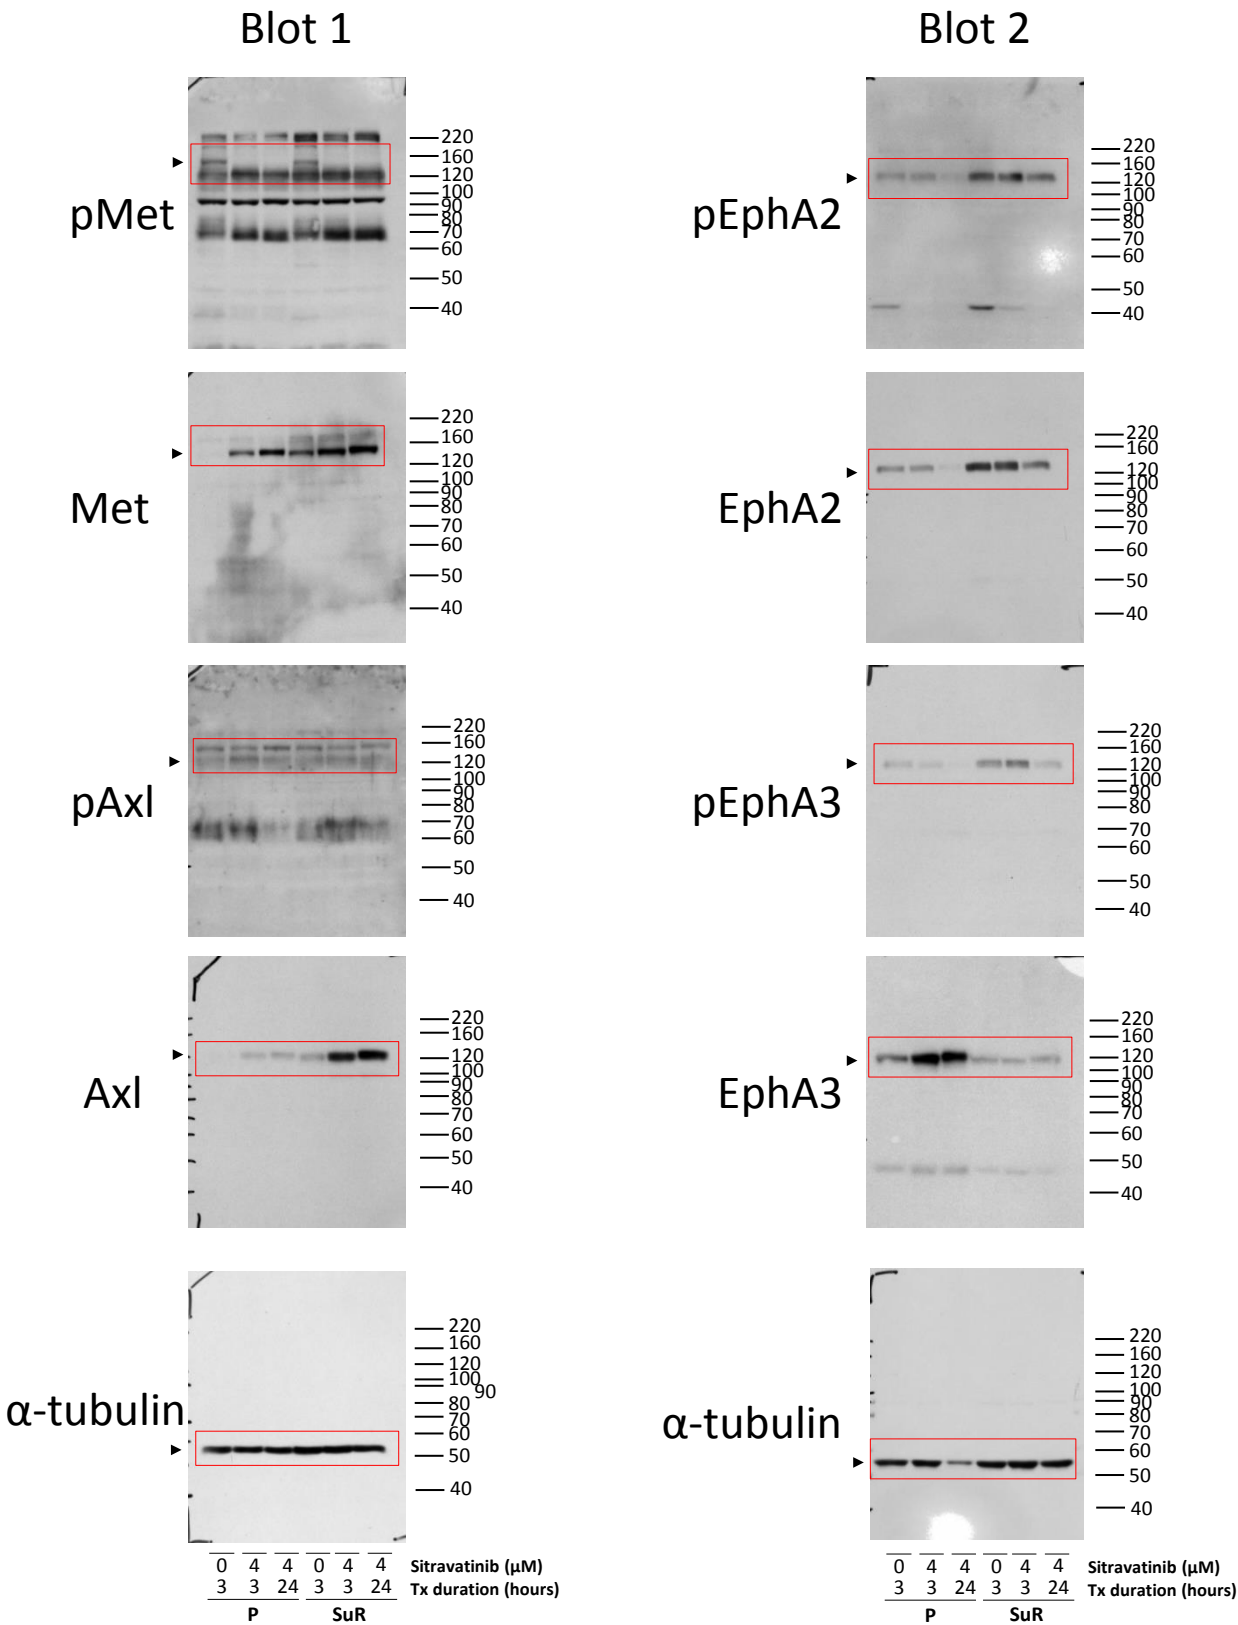

Full uncropped blots: Figure 1C

LM2-4

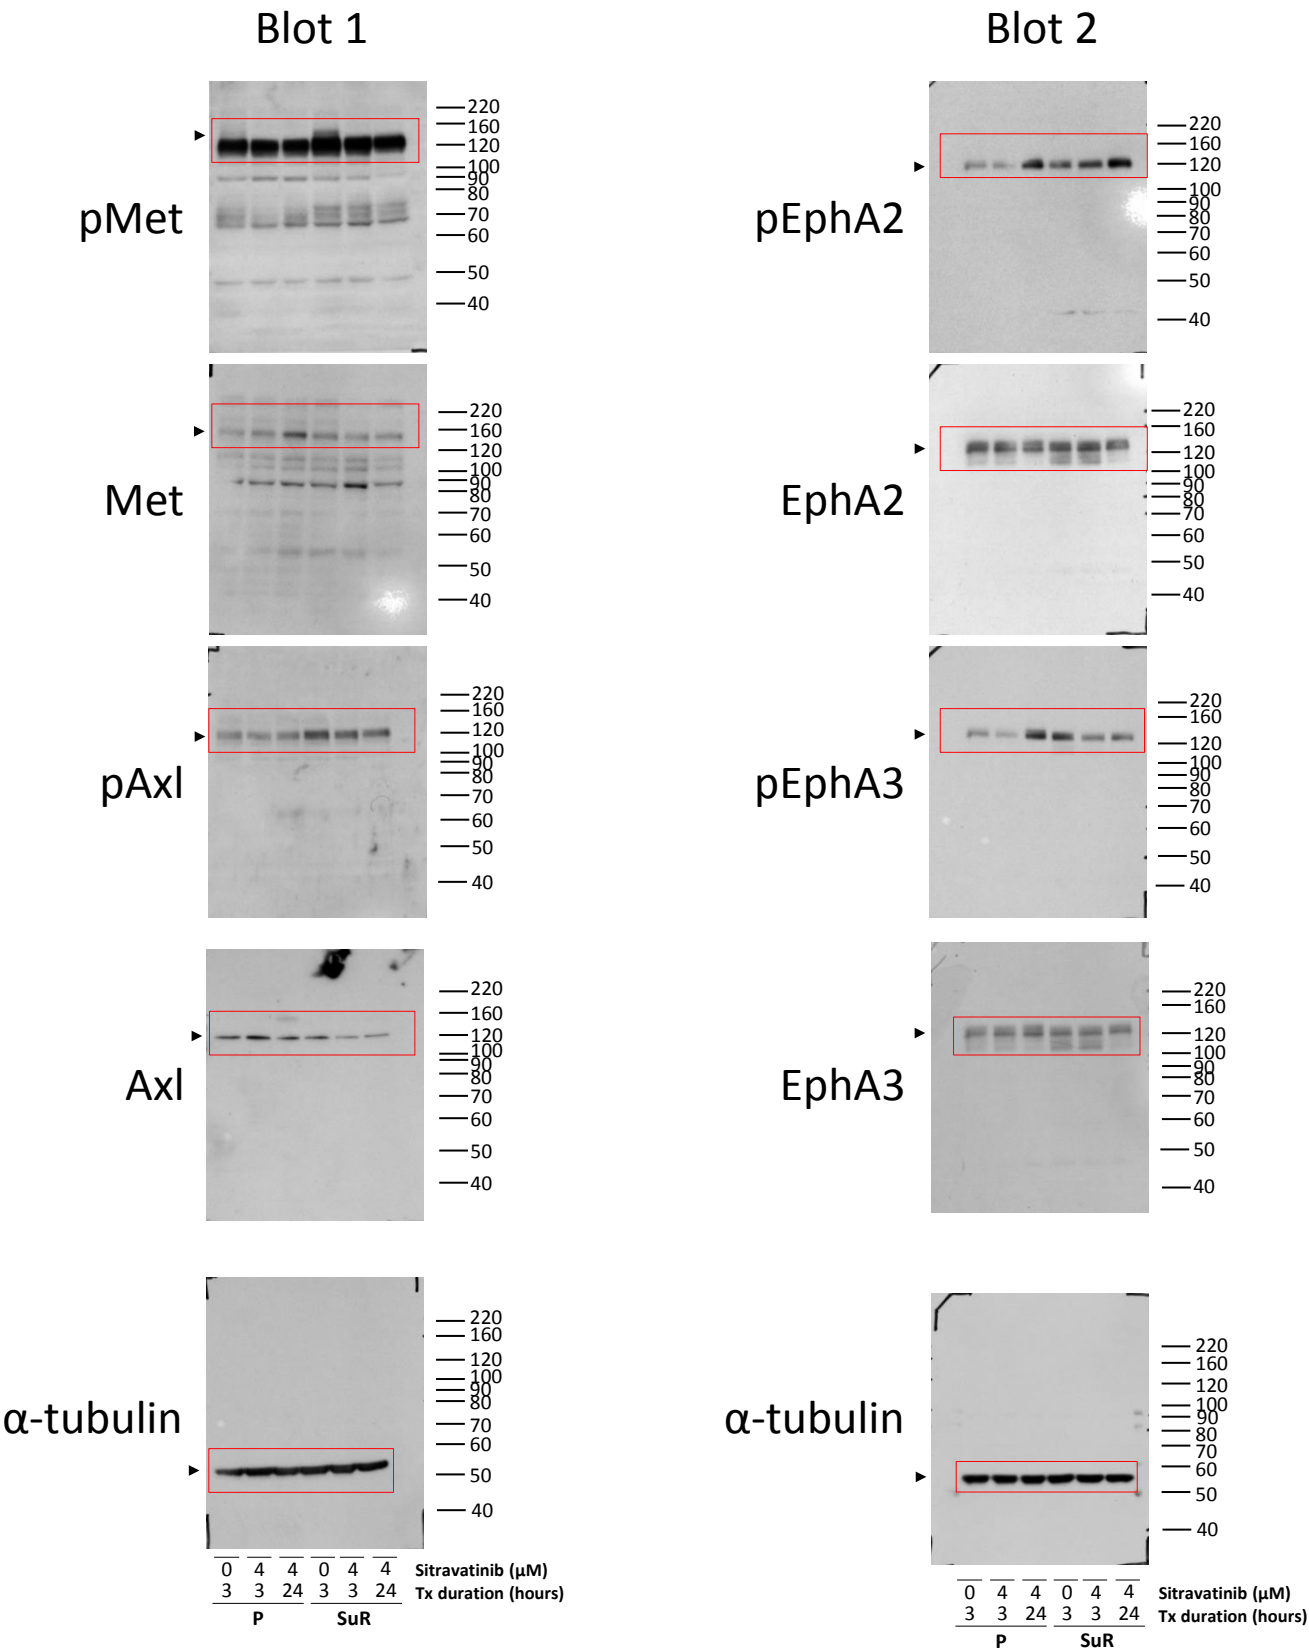

**Supplement:** S1 Appendix

How the deposited data were processed for this re-analysis (not part of the article)

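RNA from the 4T1 parental (P) and axitinib-resistant (AxR) mouse mammary carcinoma lines was sequenced by the authors from stranded, poly(A)-selected libraries, with 3 libraries per line. Each sample's line and replicate number were taken from the sample labels, which name the same lines and number of replicates as the paper. The labels give no sequencing batch, and neither the labels nor the paper's text says whether the 3 replicates of a line were separate cultures.

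The authors checked read quality with FASTQC 0.11.5, aligned the reads to GRCm38 with STAR 2.6.0a and the GENCODE M16 annotation, checked the alignments with RSeQC 2.6.5, and deposited the estimated counts per gene from RSEM 1.3.1. RSEM divides reads that match several genes among them by likelihood, so estimated counts need not be whole numbers, and genes with near-identical copies, such as H2-K1 and H2-D1 or Tgtp1 and Tgtp2, can share reads. Between 10.3% and 10.7% of the values in a library were not whole. The paper filtered the estimated counts and normalized them by upper quartile in edgeR; its text does not name the filter, and the deposited counts precede both steps.

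Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr, normalized by upper quartile, and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with robust dispersion estimates and the line as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 13550 genes tested, with a threshold of 0.05. Upper quartile factors lay between 0.966 and 1.02. The genes tested held 99.9% of the counts. Gene symbols, positions, exon lengths and GC content came from GENCODE M21, a later annotation of the same genome build, in which 53274 of the 53465 identifiers were found. Levels are edgeR's CPM, counts scaled by the normalized library size, and log2 CPM was computed with a prior count of 2. Exact permutation tests of single genes used log2 CPM with a pseudocount of 0.5.

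Between 15495260 and 17294525 estimated counts per library set the depth. Genes at or under 3 counts in every library of a line were treated as being at the floor. A fold change against such a line is a lower bound, computed from a single floor in CPM for all libraries. That floor lies between the lowest and highest library floors, 0.171 and 0.196 CPM, so bounds taken at the highest would be smaller. Floors cover counting error only.

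The gene lists were the 29 sitravatinib targets and 85 tyrosine kinases drawn in Fig 1B, read from the figure and matched to mouse symbols, and lists of target ligands, fibroblast, leukocyte, endothelial, lung epithelial, epithelial, mesenchymal, drug transport and xenobiotic, interferon and MHC I, and proliferation genes written before the data were examined. Lists with at least 3 tested genes were tested with camera of limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01, and again with the correlation estimated from the data and with fry, which makes no comparison with genes outside the list, with Benjamini-Hochberg adjustment over the 9 lists tested. Most genes named are those the paper names or shows in Fig 1B, members of these lists, or the 5 highest and 5 lowest log2 fold changes. These highest and lowest were taken among genes with an adjusted p under 0.05, at least 10 CPM in the higher line and no overlap between the lines. Cmpk2, Zbp1, Tgtp2, Zfp978, Zfp988 and Zfp982 are also named, and were chosen after their values were seen.

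The counts of genes past the threshold, the list medians and set tests, and the direction match with Fig 1B were recomputed under alternatives. So were the log2 fold changes of 59 of the named genes. These 59 were the tested genes of Fig 1B, Pros1, Efna1, and the 5 highest and 5 lowest log2 fold changes. Other named genes, such as B2m, Psmb8, Postn and Col6a1, were not recomputed singly. The alternatives were TMM normalization, library size only, DESeq2 1.42.0, limma-voom, no low-count filter and a minimum of 10 counts in every library. The replicate number was also used as a block, each library was left out in turn, and other thresholds were used for the counts. These alternatives were chosen before the data were examined. The chromosome medians were recomputed with TMM normalization, with library size only, with DESeq2 and with each library left out. The sets of genes at or under the floor in a line, and their bounds, were not recomputed. Of their members, only Lrrk2, Hexa, Gng11 and Serpine2 had their log2 fold changes recomputed singly.

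The tests were tried on simulated counts drawn with the mean level of each gene and the size of each library, with known changes in 200 genes per draw. Over 10 draws, edgeR's quasi-likelihood test recovered 85.2% of the 1964 changed genes that were tested, and 4.89% of its calls were false. Of 200 simulated lists without a change, 7 had a camera p under 0.05. Genes were drawn independently with a single dispersion for all, so the draws cannot test whether the preset inter-gene correlation suits these data. Most simulated genes were unchanged, where 63.5% of the genes tested passed the threshold in the data. No library was left out. Protein levels in Fig 1D were taken from the paper's supplementary values and were not measured anew.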

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

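Of the tests below, those of leukocyte transcripts, of members without a near-identical copy, of neighbouring genes, of library size and of the random order of genes were chosen only after the result was seen.

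The interferon and MHC I list was outside the genes the paper discusses and was far above its level in P cells. All 18 genes of the list were higher in AxR cells, with a median log2 fold change of 2.89, also with genes under the floor set at their bound. The adjusted p over the 9 lists tested was 4.93e-10 by limma's camera, 7.40e-06 by fry and 0.143 with the correlation estimated from the data. The median lay between 2.78 and 2.99 with each library left out, and was 2.28 over the 14 genes with at least 10 counts in every library. B2m rose from 208 ± 12.6 to 473 ± 14.0 CPM (SD, n = 3 each) and Psmb8 from 8.43 ± 0.567 to 91.8 ± 6.23 CPM (SD, n = 3 each). The tables argue against several technical explanations. After subtraction of the median of bins of GC content and exon length, the median of the list was 2.83, and after subtraction of the median of the 25 tested genes on each side it was 2.69. The 10 members without a near-identical copy had a median of 2.28, which argues against reads shared between paralogs as the whole cause. Leukocytes carried over from the excised lesion would bring their abundant transcripts, and the highest mean in AxR cells among Ptprc, Lyz2, Tyrobp and Fcer1g was 0.142 CPM, although Cd68 and Cd14 rose from 3.39 and 3.52 to 8.02 and 8.39 CPM. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as large an absolute median, and the next largest was 0.848. With 10 splits that share cannot be under 0.1, so a grouping by chance cannot be told apart by this count. Exposure to axitinib, growth in the animal, selection of a clone and a separate culture history all go with the AxR line and remain open and untested.

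A set of 16 genes outside those the paper discusses had at most 3 counts in every P library and at least 2 CPM in every AxR library. At the single floor used for all libraries, Rsad2 was at least 52.6-fold higher in AxR cells and Zeb1 at least 18.7-fold higher. Cmpk2, next to Rsad2 on chromosome 12, and Zbp1 and Tgtp2, chosen after their values were seen, were at least 25.2-fold, 27.9-fold and 23.1-fold higher, and Tgtp2 has a near-identical copy, Tgtp1, that also rose. Depth argues against a technical absence, since the smallest P library held 89.6% of the counts of the largest AxR library. Only 1 of the 10 splits, the real one, gave as many such genes, and the others gave at most 1, but a split of 3 against 3 cannot give a share under 0.1, so chance cannot be told apart by this count. Whether these genes are switched on in AxR cells or were expressed in a minor part of the P culture was not tested.

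The tested genes of chromosome 18 were shifted as a group relative to P cells, with a median log2 fold change of 0.50 over 318 genes. In AxR replicates 1 to 3 the median shift was 0.48, 0.49 and 0.51. The median was between 0.50 and 0.52 with each library left out, 0.49 with TMM normalization and with DESeq2, and 0.48 with library size only. Chromosomes 3, 10 and X had medians of 0.32, 0.25 and 0.24, and chromosomes 16, 1, 13 and 9 of -0.32, -0.29, -0.27 and -0.23. The SD of the 20 chromosome medians was 0.222, and no random assignment of genes to chromosomes reached it (permutation test, one-sided p = 1e-04, the smallest that the assignments drawn can give), the largest SD among them being 0.0443. After subtraction of the medians of bins of GC content and exon length the SD was 0.223. A few strongly changed genes cannot account for it, because 86.2% of the tested genes of chromosome 18 were above 0, against 50.4% of all tested genes. Only 1 of the 10 splits, the real one, gave as large an SD, the next being 0.0777, and with 10 splits chance cannot be told apart by this count. A candidate explanation is a difference in chromosome number between the lines in some or all cells. No DNA was measured, so this was not tested, and neither was a mix-up with another cell stock.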

How the results depend on the processing

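No test in this part was chosen after the result was seen. Of the comparisons between a result and its alternatives, 181 of those that answer a comparison of the lines were called the same, 8 weaker and 2 stronger. Of the comparisons for other single genes and lists, 807 were called the same, 13 weaker, 7 stronger and 8 reversed. A count could be called the same although it changed. The number of tyrosine kinases higher in AxR cells, for example, was 12 in the main setting and 9 without AxR replicate 2. For a single gene list the call used the unadjusted p. By limma's camera with the preset correlation this was 0.0215 for the target list, where the adjusted p, 0.0646, did not pass.

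Requiring an absolute log2 fold change of at least 1 in addition to an adjusted p under 0.05 left 1083 genes higher and 640 lower, 0 sitravatinib targets higher (3 at an unadjusted p under 0.05) and 4 lower, and 3 tyrosine kinases higher and 4 lower. This follows from the added criterion. Under the other alternatives, from 3962 to 4761 genes were higher and from 3782 to 4386 lower, and 9 targets were lower in each. The log2 fold changes of Met, Axl and Epha2 were negative and had an adjusted p under 0.05 in each of the other alternatives run for them, and none of the 3 reached an absolute log2 fold change of 1. Epha3 had no count and gave no value under any alternative. The median of all tested genes lay between -0.015 and 0.019.

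With the replicate number as a block, 4304 genes were higher and 4023 lower. The numbers do not pair the samples, since the deviations of P and AxR libraries of the same number had correlations across genes of -0.021, -0.0061 and -0.022.

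Several calls of the set tests changed with the test used. With the correlation estimated from the data, the target list (median -0.30) had an unadjusted p of 0.0701 from limma's camera, against 0.0215 with the preset correlation, and 0 of the other gene lists passed an adjusted p under 0.05, where 2 did with the preset correlation and 1 at an unadjusted p under 0.05 with the estimated one. With fry, the tyrosine kinase list (median -0.11) had an unadjusted p of 0.000243 from limma, and 5 of the other lists passed, but fry makes no comparison with other genes. The medians are the same values under these tests by construction. The cause of the different calls was not tested.

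Results that reversed were near 0 or rested on genes with few counts. The log2 fold change of Ltk was 0.02 and became -0.0069 with library size only, and lay between -0.075 and 0.10 with each library left out. That of Ror1 was -0.0046 and lay between -0.020 and 0.020 with each library left out. Over all alternatives it lay between -0.026 and 0.020. The median of the mesenchymal list was 0.16 without a low-count filter, which added genes with few counts to it. It was -0.61 with at least 10 counts in every library, where the list had an unadjusted p of 0.00484 from limma's camera, and -0.55 with limma-voom, with an unadjusted p of 0.0252 from limma's camera. For Ltk and Ror1 the cause was not tested.

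Depth limits the 14 targets and 38 tyrosine kinases that had too few counts to be tested. Of these, Pdgfrb had 0 counts in every P library and from 4 to 6 in the AxR libraries. At the single floor used for all libraries, it was at least 1.69-fold higher.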

Differences from the paper's values

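No test in this part was chosen after the result was seen. The values that the paper's text or Fig 1B gives for the 4T1 pair, the number of libraries per line and the number of targets drawn in red, did not differ from those found here with all libraries. The number of targets with a higher mean in AxR cells, 11 with all libraries, was 8, 9 and 10 without AxR replicate 1, 2 and 3.

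The paper states that sitravatinib targets increased in resistant cells of the lines it examined, 4T1 AxR among them. In the 4T1 libraries 3 of the 15 tested targets were higher in AxR cells and 9 were lower, and the median log2 fold change of the list was -0.30. None of the alternatives set before the data were examined gave a median above 0 or more than 4 targets higher. The paper also names MET and AXL as the targets most often increased or activated across its lines, from protein. The transcripts of Met and Axl in 4T1 AxR cells had log2 fold changes of -0.22 and -0.49. Fig 1B likewise draws Met and Axl in blue for 4T1 AxR, so these transcripts do not differ from the paper's own display. The paper also reports that upregulation varied widely between its lines.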

Other observations

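Of the tests below, those of neighbouring genes for the target list, of fibroblast transcripts, of the number of genes with a lost neighbour and of the shades of Fig 1B were chosen only after the result was seen.

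As a list, the sitravatinib targets did not pass an adjusted p of 0.05 by limma's camera (0.0646 with the preset correlation, 0.316 with the estimated one). Their median was -0.11 without a low-count filter. The camera p-values after the subtractions below used the preset correlation only. The lower median of the tested target transcripts in AxR cells was weighed against technical explanations. The highest median among TMM normalization, library size only and DESeq2 was -0.31, so the scaling does not account for it. After subtraction of the median of bins of GC content and exon length the median was -0.35, with an unadjusted p of 0.0203 from limma's camera test. After subtraction of the median of the 25 tested genes on each side it was -0.48, with an unadjusted p of 0.00870 from limma's camera test. Only 1 of the 10 splits of the 6 libraries, the real one, gave as large an absolute median, the next being 0.15, and only 1 gave as many genes, as many targets and as many tyrosine kinases past the threshold. The most genes past the threshold in any other split was 1. With 3 libraries against 3 the share of splits is never under 0.1, so chance cannot be told apart by these counts. Axitinib in the medium and the history of the AxR line remain open and untested.

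The shade drawn in Fig 1B for 4T1 AxR was measured from the picture. Across the 23 coloured, tested genes below full shade, the shade followed the difference of per-gene standardized means (Spearman's rho 0.923, permutation p = 1e-04, the smallest the permutations can give) more closely than the log2 fold change (rho 0.57, permutation p = 0.0063). Over all 46 coloured, tested genes rho was 0.861 and 0.66. Genes are not independent replicates. The shades are consistent with values scaled within each gene, as a hypothesis, since this was found and tested on the same figure. The 7 coloured genes with 1 count in AxR and none elsewhere had shades from 119 to 124, where Ephb4 had 119 and Met and Fgfr2 were drawn at full shade. No biological explanation was tested.

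At most 3 counts in every AxR library and at least 2 CPM in every P library were found for 38 genes. At the single floor used for all libraries, Lrrk2 was at least 174-fold lower in AxR cells and Hexa at least 98.7-fold. Gng11 was at least 80.9-fold lower and Serpine2 at least 59.6-fold. If deletions reached the next expressed genes, those would be lower too. The 73 neighbouring tested genes had a median log2 fold change of -0.05, against 0.00495 for neighbours of random genes (permutation test, one-sided p = 0.230), with other genes of the set left out of the neighbours. With these kept, 2 of the 38 genes had an adjacent tested gene with a log2 fold change under -2, against a median of 1 for random genes (permutation test, one-sided p = 0.380). The 36 others were set apart because both adjacent genes stayed above -2, so this is not a test. For them it argues only against a deletion that removed an adjacent gene whole. Of the 73 neighbours, 27 were lower and 19 higher in AxR cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 2 genes are Zfp978 and Zfp988, neighbours on chromosome 4 chosen after their values were seen, and Zfp982 beside them had a log2 fold change of -5.25, so for this group a deletion cannot be told apart from other losses by these values. For the 36, deletions of single genes and silencing remain open and untested.

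Among the highest log2 fold changes genome-wide by the rule set for naming genes were 6.75 for Kctd12b, 6.64 for Ifit1, 6.32 for Tgtp1 and 5.97 for Cyp7b1. Mal2 fell by 8.45 on the log2 scale. For Ifit1, Tgtp1, Cyp7b1 and Mal2 these values rest on few counts in the lower line. With each library left out, the log2 fold change lay between 6.13 and 7.92 for Ifit1 and between 5.72 and 6.92 for Tgtp1. It lay between 5.68 and 6.67 for Cyp7b1, between 6.64 and 6.83 for Kctd12b and between -9.71 and -8.10 for Mal2. Postn rose from 9.56 to 270.2 CPM and Col6a1 from 2.12 to 48.3 CPM, while the highest mean in AxR cells among Col1a1, Col1a2, Col3a1 and Dcn was 0.248 CPM, which argues against fibroblasts carried over.

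Of the other lists, target ligands had a median log2 fold change of -0.35 (adjusted p = 0.218 by limma's camera, 0.340 with the estimated correlation and 0.00260 by fry). The median of the target ligands list was -0.086 without a low-count filter. Among ligands, Pros1 and Efna1 had log2 fold changes of -1.56 and 0.33, and Gas6 and Hgf had at most 1 count in any library. The fibroblast list had a median of 4.02 over 5 tested genes, or 2.97 with genes under the floor at their bound, and 2 of the 5, Col5a1 and Pdgfra, were lower (log2 fold changes of -0.73 and -1.15). The median of the fibroblast list was 1.89 with at least 10 counts in every library and 1.25 without a low-count filter. With the filter used here the list had an adjusted p of 0.402 by limma's camera, 0.519 with the estimated correlation and 3.55e-05 by fry. The epithelial list had a median of 0.36 (0.519, 0.729 and 0.493 by the same limma tests), the mesenchymal list of -0.55 (0.153, 0.340 and 0.896), the drug transport and xenobiotic list of -0.30 (0.199, 0.340 and 0.000115) and the proliferation list of 0.52 (0.00364, 0.340 and 0.00231), with 9 of its 10 genes higher. At an adjusted p under 0.05 by edgeR, the epithelial list had 6 genes higher and 4 lower, and the mesenchymal list 1 and 5. Their high fry p therefore speaks only to a shift in a single direction. The leukocyte list had 2 tested genes, Cd68 and Cd14, the endothelial list 1, Egfl7 (log2 fold change -0.73), and the lung epithelial list 0, too few for a set test.

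The paper's supplementary densitometry for 4T1 AxR over P, as log2 fold changes of total protein, gives the paper's mean of 0.90 for Met (SD 1.32, n = 3), 0.57 for EphA2 (SD 0.419, n = 4), -1.11 for EphA3 (SD 0.858, n = 4) and -0.24 for Axl (SD 0.850, n = 2). For the phosphorylated proteins the paper's mean is -0.44 for Met (SD 1.06, n = 3), -0.29 for EphA2 (SD 0.813, n = 4), 0.17 for EphA3 (SD 0.509, n = 4) and 0.74 for Axl (SD 0.368, n = 2), of the opposite sign to total protein for each of the 4. Single values of phosphorylated Met, EphA2 and EphA3 and of total Axl lay on both sides of 0, so these opposite signs are uncertain. The Epha3 transcript had no count in any of the 6 libraries. The protein values are the paper's, and its text does not say whether the protein and the RNA came from the same cultures.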
